# Verticillium wilt resistant and susceptible olive cultivars express a very different basal set of genes in roots

**DOI:** 10.1186/s12864-021-07545-x

**Published:** 2021-04-01

**Authors:** Jorge A. Ramírez-Tejero, Jaime Jiménez-Ruiz, Alicia Serrano, Angjelina Belaj, Lorenzo León, Raúl de la Rosa, Jesús Mercado-Blanco, Francisco Luque

**Keywords:** RNA-Seq, *Olea europaea* L., Roots, Transcriptome, *Verticillium dahliae*

## Abstract

**Background:**

Olive orchards are threatened by a wide range of pathogens. Of these, *Verticillium dahliae* has been in the spotlight for its high incidence, the difficulty to control it and the few cultivars that has increased tolerance to the pathogen. Disease resistance not only depends on detection of pathogen invasion and induction of responses by the plant, but also on barriers to avoid the invasion and active resistance mechanisms constitutively expressed in the absence of the pathogen. In a previous work we found that two healthy non-infected plants from cultivars that differ in *V. dahliae* resistance such as ‘Frantoio’ (resistant) and ‘Picual’ (susceptible) had a different root morphology and gene expression pattern. In this work, we have addressed the issue of basal differences in the roots between Resistant and Susceptible cultivars.

**Results:**

The gene expression pattern of roots from 29 olive cultivars with different degree of resistance/susceptibility to *V. dahliae* was analyzed by RNA-Seq. However, only the Highly Resistant and Extremely Susceptible cultivars showed significant differences in gene expression among various groups of cultivars. A set of 421 genes showing an inverse differential expression level between the Highly Resistant to Extremely Susceptible cultivars was found and analyzed. The main differences involved higher expression of a series of transcription factors and genes involved in processes of molecules importation to nucleus, plant defense genes and lower expression of root growth and development genes in Highly Resistant cultivars, while a reverse pattern in Moderately Susceptible and more pronounced in Extremely Susceptible cultivars were observed.

**Conclusion:**

According to the different gene expression patterns, it seems that the roots of the Extremely Susceptible cultivars focus more on growth and development, while some other functions, such as defense against pathogens, have a higher expression level in roots of Highly Resistant cultivars. Therefore, it seems that there are constitutive differences in the roots between Resistant and Susceptible cultivars, and that susceptible roots seem to provide a more suitable environment for the pathogen than the resistant ones.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07545-x.

## Background

Cultivated olive tree (*Olea europaea L. subsp*. *europaea* var. *europaea*) is one of the top worldwide-extended fruit tree crops, with a decisive economic impact especially in Mediterranean countries. Although it can be used as a source of different materials [1, 2], the main product of this fruit tree is extra virgin olive oil. This oil has been proven as highly beneficial food for human health in many studies [3] and its production also has a direct effect on circular economy via by-product exploitation, or even tourism promotion [4, 5]. Thus, all efforts that address olive tree cultivation improvement and protection must be considered essential in agriculture sustainability.

At present, several pathogens endanger olive tree cultivars all over the world. Of these, the pathogenic soil-borne fungus *Verticillium dahliae* Kleb. has been in the spotlight for the last two decades [6–8]. The disease caused by this pathogen (Verticillium wilt) and has dramatic consequences for trees and, depending on the infecting pathotype virulence, could end in complete defoliation and plant death [9]. The successful control of this disease needs integrated management strategy, including the use of cultivars with high resistance levels [9]. Unfortunately, most of the cultivars used today are susceptible to Verticillium wilt, and only a few resistant ones have been found, such as ‘Frantoio’ [9]. Therefore, finding new olive cultivars that are tolerant to this disease is extremely necessary [10]. For this purpose, knowing the genetic control of resistance to Verticillium wilt may be extremely important for speeding up the breeding selection process. In fact, previous works have shown that a systemic response of the resistant ‘Frantoio’ cultivar to *V. dahliae* inoculation in aerial tissues reveals an association between gene expression patterns of *GRAS1* and *DRR2* and resistance to this pathogen [8]. Furthermore, the differential gene expression between ‘Frantoio’ and ‘Picual’ has been observed not only in response to *V. dahliae* infection, but also in roots of uninfected healthy plants [11]. Infection by *V. dahliae* in ‘Picual’ roots causes a marked genetic response in early stages, and promotes the expression of those genes involved in plant defense and protein turnover [12]. These results suggest that differences in the expression profile, especially of roots, may be relevant for each cultivar’s susceptibility to this infection. It has also been determined that, regardless of the external symptom expression observed in olive cultivars, the pathogen is able to penetrate their roots and spread through plant tissues [10, 13]. However, olive cultivars show a differentiated ability to avoid the development of disease symptoms, which could correspond to the degree of differential resistance/susceptibility. Considering these previous findings, variability in the resistance level might be defined, at least partially, by differences in the gene expression pattern in roots not only in response to the pathogen but also prior to infection. In order to address the issue that basal differences in roots may be relevant for the infection process and susceptibility of the plant, this work included a transcriptomic study to determine the differential gene expression in roots of healthy plants of a wide variety of cultivars with different susceptibilities to *V. dahliae* infection.

## Results

### Differential gene expression among groups

The peer comparison between the disease resistance groups showed a large number of differentially expressed genes in roots between cultivars Highly Resistant (HR) and Extremely Susceptible (ES) compared to the intermediate groups of disease response (Table 1). 

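Root RNA of 54 adult trees of 27 olive cultivars was compared, with 2 trees as biological replicates of each cultivar. The HR group held 4 libraries (‘Frantoio’ and ‘Manzanillera de Huercal-Overa’), R 12, MS 22, S 12 and ES 4 (‘Jabali’ and ‘Mastoidis’). The MS cultivars ‘Lianolia Kerkyras’ and ‘Fishomi’ were not analysed here, since no column of the deposited table carries their names. It has 4 unused columns under cultivar names that match no sample, and whether these hold the missing MS libraries is not known. The authors mapped the reads to the olive gene models of Oleur061 with DNAStar Qseq and deposited linear RPKM values, in which the lowest value is set to 0.001. Read counts and read totals were not used here, so that the depth of each library is unknown. The number of genes at 0.1 RPKM or more was 40582 to 41322 (median 41294.5) per library in HR, 39441 to 44638 (median 42310.5) in R, 34620 to 46744 (median 41109) in MS, 39208 to 44469 (median 41437) in S and 38301 to 41840 (median 39805.5) in ES. Of the 81484 genes of the table, the 59392 with at least 0.1 RPKM in any of the libraries were tested. Values were converted to log2 RPKM, and groups were compared with limma's moderated test, two-sided, with the 2 trees of a cultivar treated as correlated (estimated correlation 0.480). Adjusted p is the Benjamini-Hochberg value over all genes tested, and levels are given as mean log2 RPKM ± SD over libraries. A gene without signal sits at the 0.001 floor (-9.97 on the log2 scale), so that a fold change against a switched-off group is set by this floor. No fold of a single gene is given where the HR or ES libraries compared with all others are all at it. The other groups of such a comparison can still hold libraries at the floor, in some genes all 4 of ES or of HR. The size of the fold then depends in part on the floor. Medians of gene lists count genes without signal at the floor. Comparisons of HR or ES with all other groups set 4 libraries of 2 cultivars against 50 libraries of 25 cultivars. A second test, with a separate variance for each group on the same log2 values, was chosen after the values had been seen and is given beside limma. It takes the 2 trees of a cultivar as independent. Where all 4 HR or all 4 ES libraries are at the floor, their variance is 0 in this test. Its p then rests on the spread of the other libraries alone, and a pass shows little beyond signal in those libraries. Such genes made up 564 of the 860 that this test called lower in HR and 694 of the 1072 lower in ES. The study's supplement pairs olive gene identifiers with UniProt entries, mostly of other species, and the gene symbols used with the values were joined through these entries to the proteins the paper names, with no table of symbols to check them against.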

By setting the threshold at 1% of False Discovery Rate (FDR) and any Fold Change (FC), the expression pattern in the roots of cultivars HR differed in 255 unique genes with resistant (R) group, 3883 with Moderately Susceptible (MS) group, 1161 with Susceptible (S) group and 418 with group ES (Table 1). 

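At an adjusted p under 0.01 and any fold, 66 genes differed between the roots of cultivars HR and R, 111 between HR and MS, 78 between HR and S and 36 between HR and ES. Genes with less RNA in HR made up most of the first 3 sets, with 62 genes lower in HR than in R, 105 lower than in MS and 75 lower than in S. Against ES, 20 genes were higher and 16 were lower in HR. An unadjusted p under 0.05 was found for 2902 genes between HR and R, 3290 between HR and MS, 4073 between HR and S and 4584 between HR and ES, where chance alone gives about 2970 if p values hold their nominal rate. When cultivars were regrouped at random, 36 of 100 groupings, the real one included, gave as many called genes between HR and R. The number was 30 for HR and MS, 31 for HR and S and 38 for HR and ES, so chance is not excluded. Given a separate variance for each group, the sets held 128 (R), 1601 (MS), 500 (S) and 65 (ES) genes, with 88, 852, 297 and 17 of them lower in HR. On the means of the 2 trees of each cultivar they held 2, 7, 8 and 4 genes, with trees as independent replicates 184, 251, 286 and 192, and with an ordinary linear model 84, 156, 303 and 463. The ordinary linear model also takes the trees of a cultivar as independent, and for a pair it uses only the libraries of the 2 groups. On log2(RPKM + 0.1) limma called 41, 49, 49 and 15, and on the libraries of the 2 groups only 41, 58, 109 and 89. The HR and ES set held 72 genes without ‘Mastoidis’ tree A and 62 without tree B.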

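In the roots of cultivars ES, 90 genes differed from group S, 124 from MS and 80 from R at an adjusted p under 0.01. Lower RNA levels in ES accounted for 80 of the genes against S, 113 against MS and 73 against R. Random regroupings of the cultivars gave as many called genes in 26 (S), 27 (MS) and 30 (R) of 100 groupings, so chance is not excluded. A separate variance for each group gave 212 genes against S, 1439 against MS and 115 against R, with 156, 928 and 81 of them lower in ES. The 3 sets held 3, 7 and 2 genes on cultivar means, 239, 312 and 206 with trees as independent replicates, and 173, 110 and 90 with an ordinary linear model. They held 40, 60 and 39 on log2(RPKM + 0.1), and 56, 33 and 36 on the libraries of the 2 groups only. Among the 3 intermediate groups, 4 genes differed between MS and S, each with more RNA in MS. By limma, 0 genes differed between R and MS and 0 between R and S, while 2110 and 2892 genes had an unadjusted p under 0.05, fewer than the nominal rate gives. An ordinary linear model on the trees gave 0 genes between R and MS, 7 between R and S and 14 between MS and S, and a separate variance for each group gave 0, 1 and 10. Without ‘Mastoidis’ tree A, 136 genes separated S and ES and 124 separated R and ES. Leaving out ‘Uslu’, ‘Temprano’ and ‘Klon-14-182’, a choice made after the values had been seen, gave 3 genes between R and MS, 3 between R and S and 9 between MS and S.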

The comparison of the expressed genes in roots of the ES cultivars displayed a similar trend, with 507 differentially expressed genes compared to group S, 3100 compared to group MS and 223 to group R. However, very few genes were differentially expressed at any FC among groups S, MS and R. In fact, a single gene was differentiated between groups R and MS, five genes between groups R and S and nine genes between groups MS and S (Table 1). Consequently, a more in-depth analysis was carried out for the gene expression in the roots of cultivars HR and ES.

**Table 1:** Matrix of the differentially expressed genes among groups. Statistical significance set at the 0.01 adjusted *p* value and False Discovery Rate (FDR) < 1%

	HR	R	MS	S	ES
**HR**	–	255	3883	1161	418
**R**		–	1	5	223
**MS**			–	9	3100
**S**				–	507
**ES**					–

*HR* highly-resistant, *R* resistant, *MS* moderately-susceptible, *S* susceptible, *ES* extremely-susceptible

### Differential gene expression profile of the HR and ES olive cultivars

The expression profile in the roots of cultivars HR was compared to that of the remaining groups (R-MS-S-ES) to, thus, identify 2942 unique genes differentially expressed with an 8 FC, or higher, and an FDR lower than 1%. These differentially expressed genes were classified in 1542 up-regulated and 1400 down-regulated genes in the roots of cultivars HR (see Additional file 1). They were analyzed by two different approaches. 

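In the 4 HR libraries, 8 genes rose and 98 fell by at least 8-fold at an adjusted p under 0.01, compared with the 50 libraries of groups R, MS, S and ES. Random regroupings of the cultivars gave as many genes in 67 of 100 groupings upward and 34 downward, so chance is not excluded. All 4 HR libraries lay past the median of the other libraries, in the called direction, for 5 of the 8 and 87 of the 98. For the remaining genes at least 1 HR library did not. The median SD over the HR libraries was 3.5 for the higher and 3.82 for the lower genes, against 1.55 and 1.56 elsewhere. Among the called genes with all 4 HR libraries past the median of the others, Oleur061Scf0180g08011.1 had the largest fold upward. Its level was 2.44 ± 0.39 in HR (n = 4) and -8.07 ± 4.13 in the other groups (n = 50). Its log2 fold change was 10.51 (standard error 2.17, adjusted p = 0.00636 from limma). It was at the 0.001 floor in 40 of the other libraries, and 3 of them exceeded the lowest HR library. Among the same called genes Oleur061Scf9017g00025.1 followed, with a log2 fold change of 7.23 (standard error 1.53, adjusted p = 0.00837) and 0.379 to 1.38 RPKM in HR. Oleur061Scf3436g02022.1 and Oleur061Scf1178g09002.1 were listed at the floor in all 4 HR libraries but reached 0.1 RPKM in 44 and 45 of the other 50 (adjusted p = 0.00115 and 0.000731). Both were also at the floor in 2 of the 4 ES libraries. No table pairs these 4 genes with a name. In HR, 66 of the 98 lower genes had a geometric mean under 0.1 RPKM, whereas all 8 higher genes were under it in the other groups. With trees as independent replicates the numbers were 36 and 199, on cultivar means 1 and 19, and with a separate variance for each group 1076 and 860. On log2(RPKM + 0.1) they were 3 and 37, and on log2(RPKM + 1) 0 and 8. Without ‘Frantoio’ the numbers were 24 and 207. Without its tree A alone 16 genes were higher in HR, and without ‘Manzanillera de Huercal-Overa’ tree B 5 were.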

First, to obtain a global picture of the processes related to this new set, a Gene Ontology (GO) direct count of Biological Process (BP) was carried out on both the up- and down-regulated genes. As a result, a very similar list of terms was obtained given the presence of some critical processes, such as DNA transcription, transport or oxidation-reduction reactions (Fig. 1). Second, to evaluate the biological relevance of these gene sets compared to the whole root transcriptome, a GO terms enrichment analysis was conducted of both groups separately. 

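Import of proteins carrying a nuclear localization signal is represented in the study's supplement by 16 olive genes. They include the 7 importin genes, whose products carry such proteins through the nuclear pore. The mean level of the list was 1.74 ± 0.22 in HR (n = 4), -2.46 ± 3.81 in R, MS and S together (n = 46) and -5.67 ± 2.24 in ES (n = 4). All 16 members had a higher mean in HR than in the other groups, with a median log2 fold change of 4.22. Of these members, 0 passed limma's test at an adjusted p under 0.01 over all genes and 0 when adjusted over the list alone, 3 had an unadjusted p under 0.05, and 13 passed with a separate variance for each group. The study chose the list on these samples, so its direction is not independent evidence. Lists of the other nuclear terms are incomplete in the copy of the supplement used and were not analysed here.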

By this approach, the up-regulated genes in the roots of cultivars HR were associated with the terms related to the nucleus and molecule transport was related to this organelle, such as nuclear envelop (GO:0005635), nuclear pore (GO:0005643), nucleocytoplasmic transport (GO:0006913), nuclear transport (GO:0051169) or protein localization to the nucleus (GO:0034504; Fig. 2). Only one of the enriched terms (ent-copalyl diphosphate synthase activity: GO:0009905) was not related to protein mobilization. 

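Ent-copalyl diphosphate synthase forms the precursor of ent-kaurene at the start of the gibberellin pathway. The supplement lists 5 olive genes under this activity, with a mean level of -0.13 ± 0.73 in HR (n = 4), -4.97 ± 3.52 in R, MS and S (n = 46) and -3.26 ± 1.54 in ES (n = 4). Each of the 5 had a higher mean in HR than in the other groups, and their median log2 fold change was 4.72. By limma 0 of these 5 genes passed, both over all genes and adjusted over the list alone, 3 had an unadjusted p under 0.05, and 2 passed with a separate variance for each group. As the list was chosen on these libraries, the shared direction is not independent evidence.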

Strikingly, the down-regulated genes did not show any enriched terms even though both groups were similar in size, which highlights the low specificity level of this gene set.

**Fig. 1:**
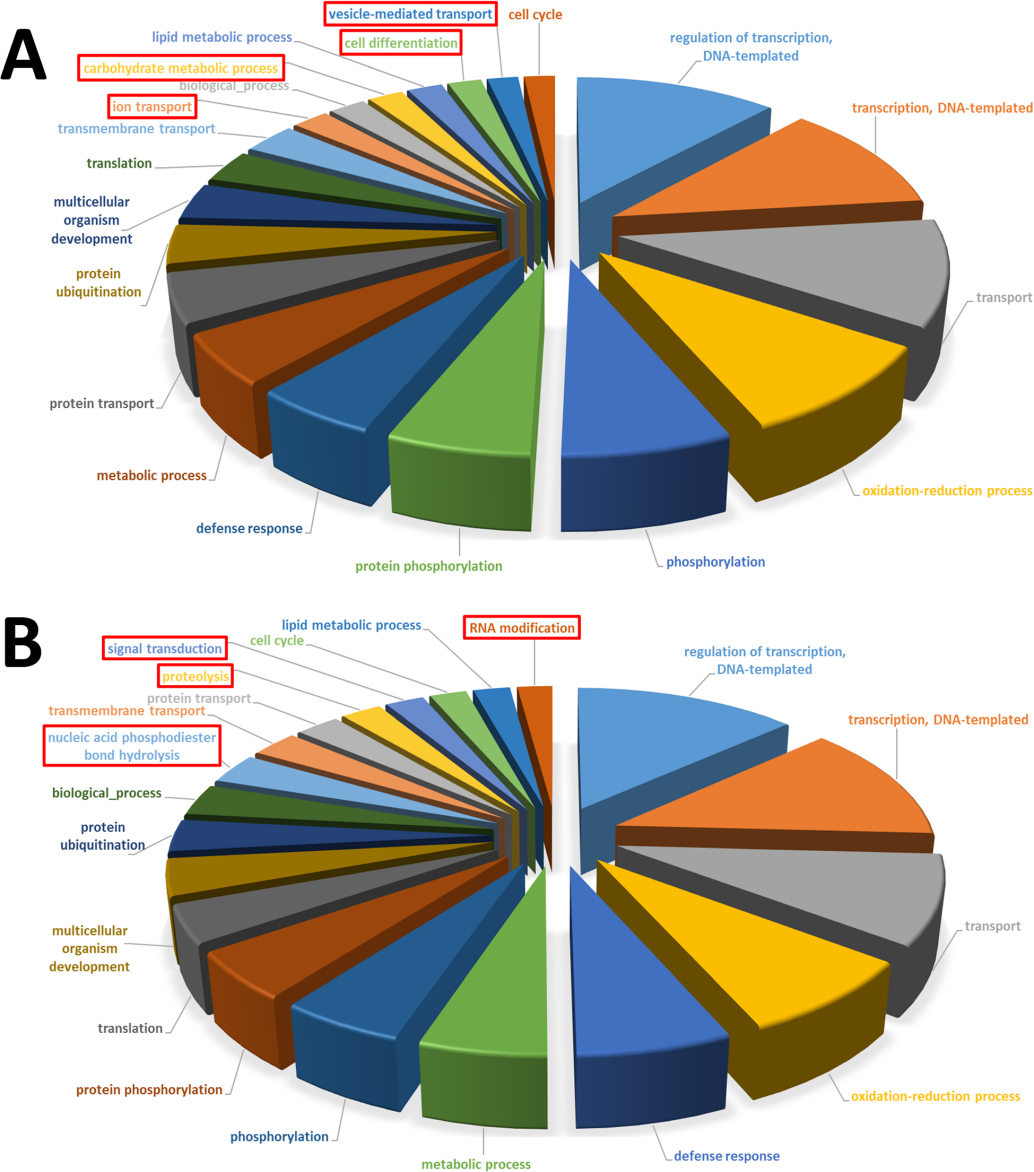
Top 20 Biological Processes at level 7 related with genes up regulated (**a**) and down regulated (**b**) in cultivars HR. Red boxes highlight terms that differ between both groups

**Fig. 2:**
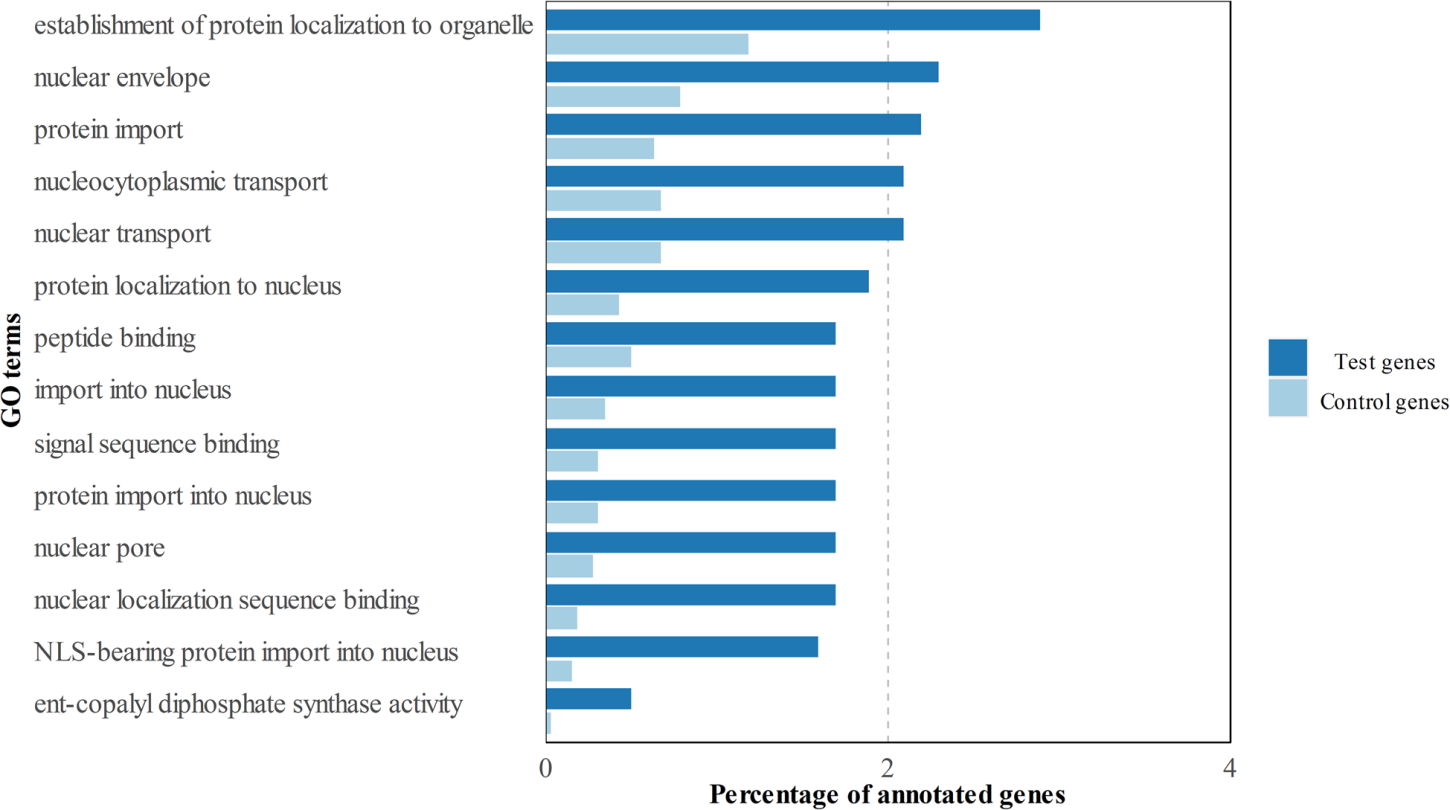
Enriched GO terms of the up-regulated genes in cultivars HR versus the rest of the groups

The comparison between the roots of cultivars ES with the other disease groups (HR-R-MS-S) resulted in 2606 differentially expressed unique genes. In this case, 914 genes were up-regulated and 1692 were down-regulated (see Additional file 2). 

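In the 4 ES libraries, 13 genes rose and 120 fell by at least 8-fold at an adjusted p under 0.01, compared with the 50 libraries of the other groups. Random regroupings of the cultivars gave as many genes in 52 of 100 groupings upward and 27 downward, so chance is not excluded. All 4 ES libraries lay past the median of the other libraries, in the called direction, for only 2 of the 13 and 78 of the 120. For the remaining genes at least 1 ES library did not. The median SD over the ES libraries was 5.21 for the higher and 5.77 for the lower genes, against 0.429 and 1.04 elsewhere. Of the 2 upward genes with all 4 ES libraries past the median of the others, Oleur061Scf4700g02016.1 had the larger fold. Its level was 0.96 ± 0.39 in ES (n = 4) and -7.75 ± 3.18 elsewhere (n = 50). This is a log2 fold change of 8.71 (standard error 1.79, adjusted p = 0.00476 from limma). Only 1 of the other 50 libraries exceeded the lowest ES library. The second of these genes was Oleur061Scf4176g04033.1, with a log2 fold change of 5.58 (standard error 1.00, adjusted p = 0.000622), although its ES libraries held no more than 0.032 to 0.217 RPKM. A separate variance for each group ends this call (adjusted p = 0.0203). Oleur061Scf4218g00003.1 and Oleur061Scf0042g07004.1 were listed at the floor in all 4 ES libraries and reached 0.1 RPKM in 46 and 47 of the other 50 (adjusted p = 1.72e-05 and 1.52e-05). In HR, the former had a level of 4.05 ± 0.32, and the latter was at the floor in 2 of 4 libraries. These 4 genes have no name in the tables used. The numbers were 36 and 248 with trees as independent replicates, 3 and 8 on cultivar means, and 575 and 1072 with a separate variance for each group, which called 358 and 994 on cultivar means. On log2(RPKM + 0.1) limma called 5 and 40, and on log2(RPKM + 1) 1 and 7. They were 25 and 188 without ‘Jabali’ and 34 and 327 without ‘Mastoidis’.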

Once again, the first approach with a GO direct count gave similar profiles in both gene sets (Fig. 3). However, the GO enrichment output of these root genes was quite informative. The ES up-regulated genes highlighted the strong relevance of biosynthetic processes in this tissue, with terms linked with purine processing, such as the purine-containing compound biosynthetic process (GO:0072522) or the purine ribonucleoside triphosphate biosynthetic process (GO:0009206), as well as an active energy metabolism, represented by several processes related to nucleosides triphosphate metabolism. 

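The proton-transporting ATP synthase couples the proton gradient across a membrane to the synthesis of ATP, and the complex is represented by 13 olive genes. Their mean level was -1.46 ± 1.15 in ES (n = 4), -5.02 ± 2.71 in R, MS and S (n = 46) and -4.82 ± 1.95 in HR (n = 4). Of the 13, 12 have identical RPKM values in all 54 libraries, so the list holds 2 distinct expression profiles. The same 12 genes belong to the list of purine ribonucleoside triphosphate biosynthesis, which has 14 members and 3 distinct profiles. The median log2 fold change of ES against the other groups was 3.43 for both lists, with a median adjusted p of 0.926. Monooxygenases that use NAD(P)H, another 14 genes, had a mean level of 0.69 ± 0.51 in ES, -3.34 ± 1.35 in R, MS and S and -1.84 ± 0.96 in HR. Genes of the senescence-associated vacuole, 6 in number, had a level of -0.02 ± 1.07 in ES and -7.50 ± 3.86 in HR. In limma 0 genes of these 4 lists passed, over all genes or adjusted over the list alone. An unadjusted p under 0.05 was reached by 0 of the ATP synthase genes, 0 of the purine genes, 2 of the monooxygenases and 1 of the vacuole genes, and 1, 2, 8 and 3 passed with a separate variance for each group. The study chose these lists on the same libraries, so they are not independent evidence of direction.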

The top 15 enriched GO terms are shown in Fig. 4. Despite the ES down-regulated genes almost doubling the up-regulated ones, only two terms were enriched in the first group. Both terms were related to far-red light (Fig. 5). 

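The far-red light signaling pathway is represented by 9 olive genes, 5 of which are the CONSTANS-like genes of the study's transcription factor set. Mean levels of the list were -7.93 ± 0.51 in ES (n = 4), -2.65 ± 2.75 in R, MS and S (n = 46) and 0.04 ± 1.05 in HR (n = 4). The second term, the cellular response to far-red light, holds the same 9 genes. All 9 had a lower mean in ES, with a median log2 fold change of -5.25. This median counts at the floor 2 genes that were at 0.001 RPKM in every ES library. Oleur061Scf3982g00001.1 had the lowest adjusted p of the list, 0.161, with a log2 fold change of -5.25 and levels of -5.79 in ES and 1.27 in HR. With limma 0 of the 9 genes passed, over all genes or adjusted over the list alone, 4 had an unadjusted p under 0.05 and 5 passed with a separate variance for each group. The list was chosen by the study on these libraries and is not independent evidence.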

Complete information about GO terms enrichment and the annotated genes can be consulted in Additional files (see Additional file 3).

**Fig. 3:**
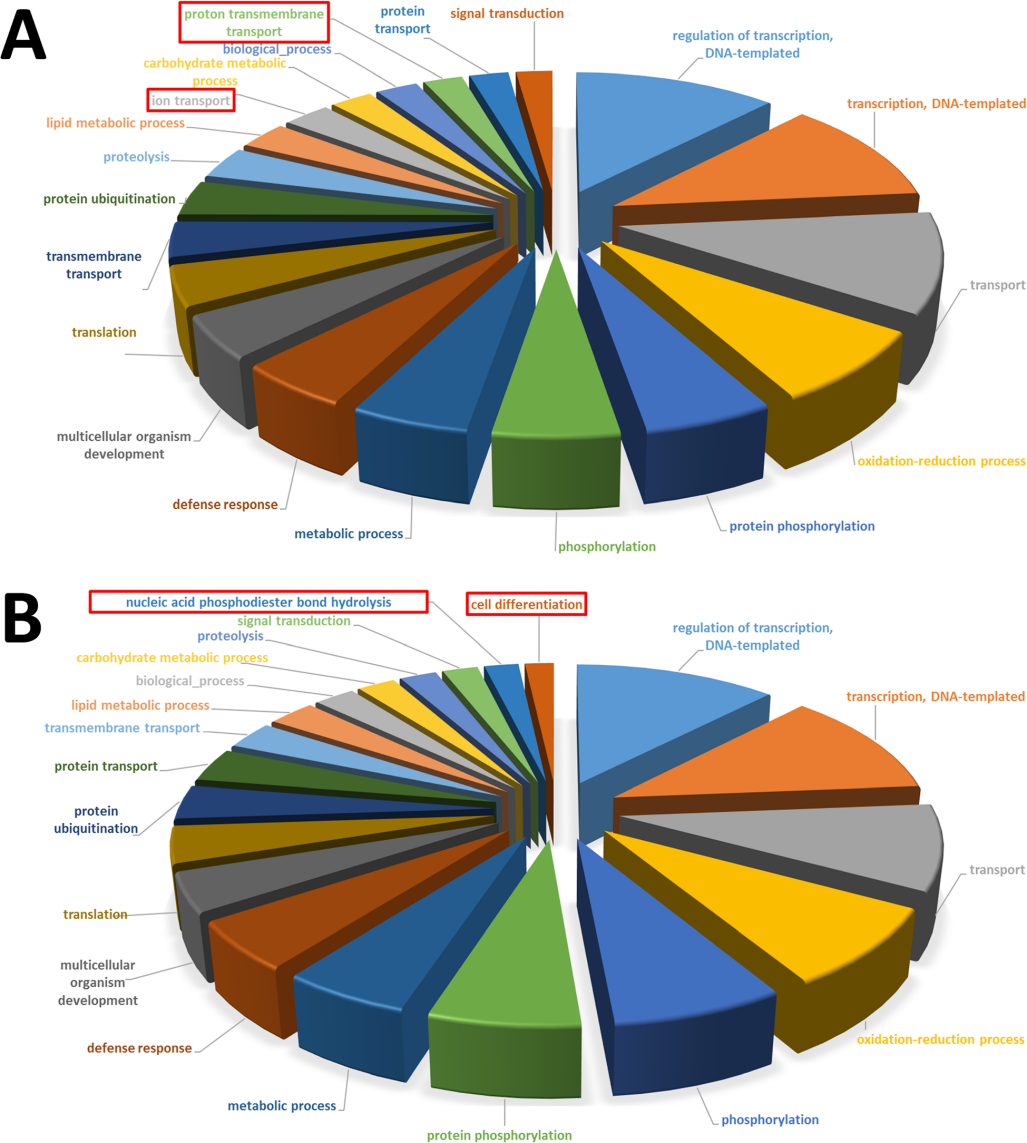
Top 20 Biological Processes at level 7 related with genes up regulated (**a**) and down regulated (**b**) in cultivars ES. Red boxes highlight terms that differ between both groups

**Fig. 4:**
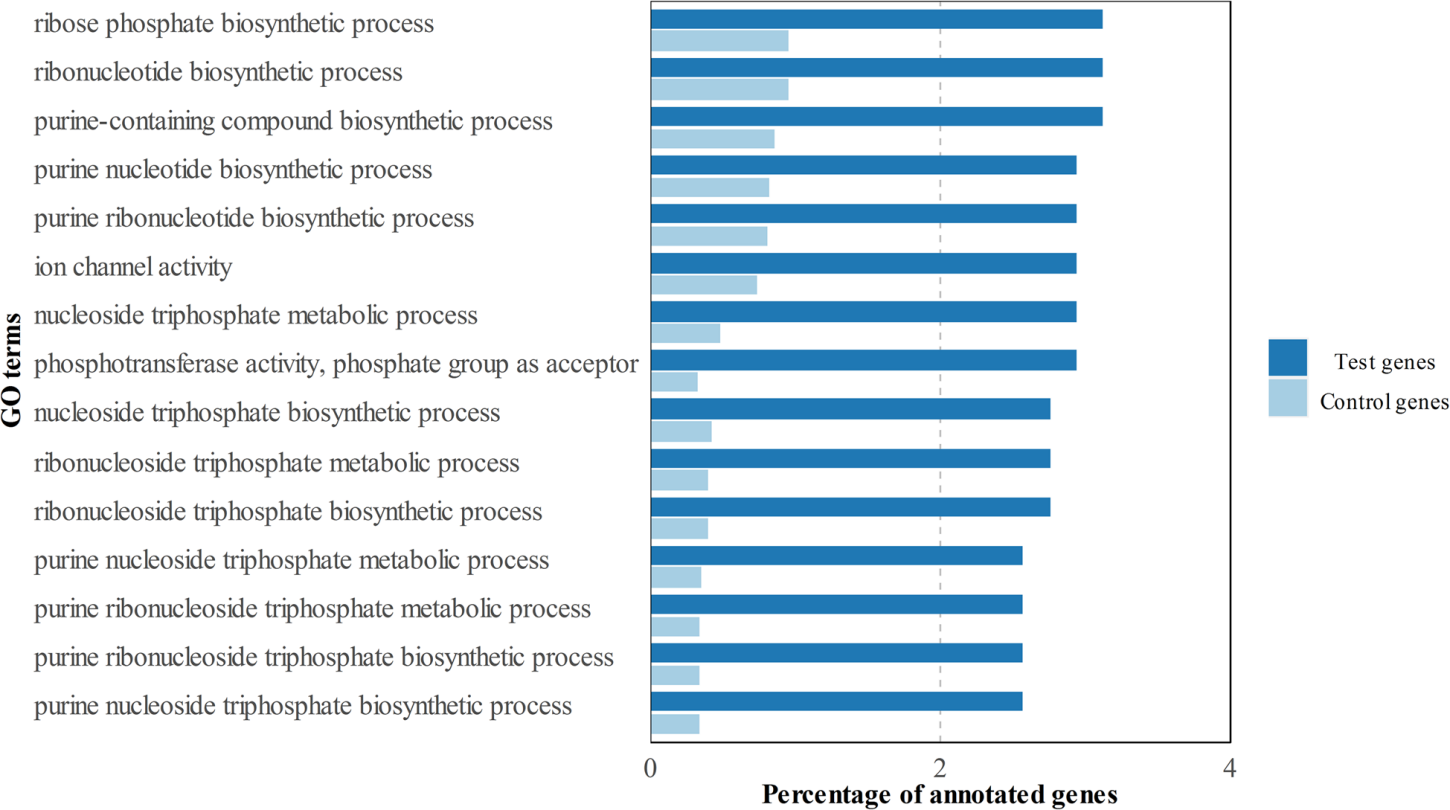
Top 15 Enriched GO terms of the up-regulated genes in cultivars ES versus the rest of the groups

**Fig. 5:**
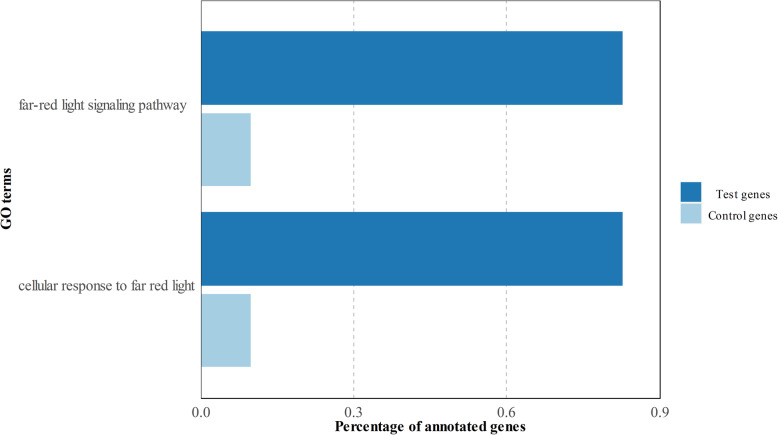
Enriched GO terms of the down-regulated genes in cultivars ES versus the rest of the groups

### Opposite gene patterns between the HR and ES groups

When comparing the roots of cultivars HR and ES, 421 genes were found to be differentially expressed. Hence, the 299 genes up-regulated in the roots of group HR were down-regulated in the group ES, of which 218 were annotated (see Additional file 4). 

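The 299 genes had a mean level of 1.65 ± 0.06 in the HR libraries (n = 4) and -8.71 ± 0.15 in the ES libraries (n = 4). All of them are in the deposited table, and the median log2 difference between HR and ES was 10.20, with genes switched off in ES counted at the floor. In ES, 279 of the 299 stayed under 0.1 RPKM in all 4 libraries, and 109 were at the 0.001 floor in all of them. For every gene the lowest HR library exceeded the highest ES library, which chance gives, without selection, for 1.43% of genes if libraries are independent and for 16.7% if whole cultivars are reassigned. In limma's comparison of HR with ES, 0 of the 299 genes passed over all genes tested and 296 had an unadjusted p under 0.05. Adjusted over the list alone, 171 passed limma's test, which is not independent evidence because the study chose the list on these samples. Under a separate variance for each group 37 passed over all genes. Over the whole genome, 0 genes were both at least 8-fold higher in HR and at least 8-fold lower in ES than in all other groups at an adjusted p under 0.01. At an unadjusted p under 0.05, 74 genes had this opposite pattern, and with a separate variance for each group 154 passed both comparisons, 150 of them in the list.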

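The set with the opposite direction, 122 genes, had a mean level of -8.73 ± 0.12 in HR (n = 4) and 1.14 ± 0.28 in ES (n = 4). The median log2 difference between HR and ES was -9.59, with genes switched off in HR counted at the floor. In HR, 117 of the 122 genes stayed under 0.1 RPKM in all 4 libraries and 42 were at the floor in all of them. No HR library reached the lowest ES library for any of these genes. By limma 0 of the 122 passed between HR and ES over all genes and 120 had an unadjusted p under 0.05. The count was 13 with a separate variance for each group, and 58 by limma adjusted over the list alone, on a list that the study chose on these samples and that is not independent evidence. Across the genome 0 genes were called lower in HR and higher in ES than all other groups, 40 had an unadjusted p under 0.05 in both comparisons, and 53 passed both with a separate variance for each group, of which 51 are in the list. On cultivar means this test called 30 instead of 53.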

The opposite expression trend accounted for 122 down-regulated genes in the roots of group HR that were up-regulated in the ES group, with 83 unique genes correctly annotated (see Additional file 5). The overall set of 421 genes was selected by two different comparisons: HR versus the other groups and ES versus the other groups. This means that they present an expression pattern as HR > (R, MS, S) > ES, or the opposite one as HR < (R, MS, S) < ES (Fig. 6). This may eventually account for a significant role of this gene set in defining the resistance/susceptibility phenotype of the roots of cultivars HR and ES.

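Mean levels of the 299 genes were -2.9 ± 2.23 in R (n = 12), -2.83 ± 1.81 in MS (n = 22) and -3.01 ± 2.05 in S (n = 12), between those of HR and ES. For the 122 genes they were -3.59 ± 1.34 in R, -3.23 ± 1.08 in MS and -2.78 ± 0.74 in S. Each of the 299 genes lay in the order HR above the mean of R, MS and S above ES, and 298 did so against each intermediate group by itself. The reverse order held for 122 and 120 of the 122 genes. A median of 26 of these 46 libraries expressed a gene of the 299 at 0.1 RPKM or more and 11 had it at the floor. For 0 of the 299 genes did all 4 HR libraries exceed every R, MS and S library. The trees of a cultivar mostly shared the state of a gene: of the values of the 299 genes in the 23 intermediate cultivars, both trees reached 0.1 RPKM in 46.8%, neither in 35.4% and 1 tree in 17.8%. The shares were 43.4%, 35.1% and 21.5% for the 122 genes. Both lists were chosen on these libraries, so that the order is not independent evidence.

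**Figure D1:**
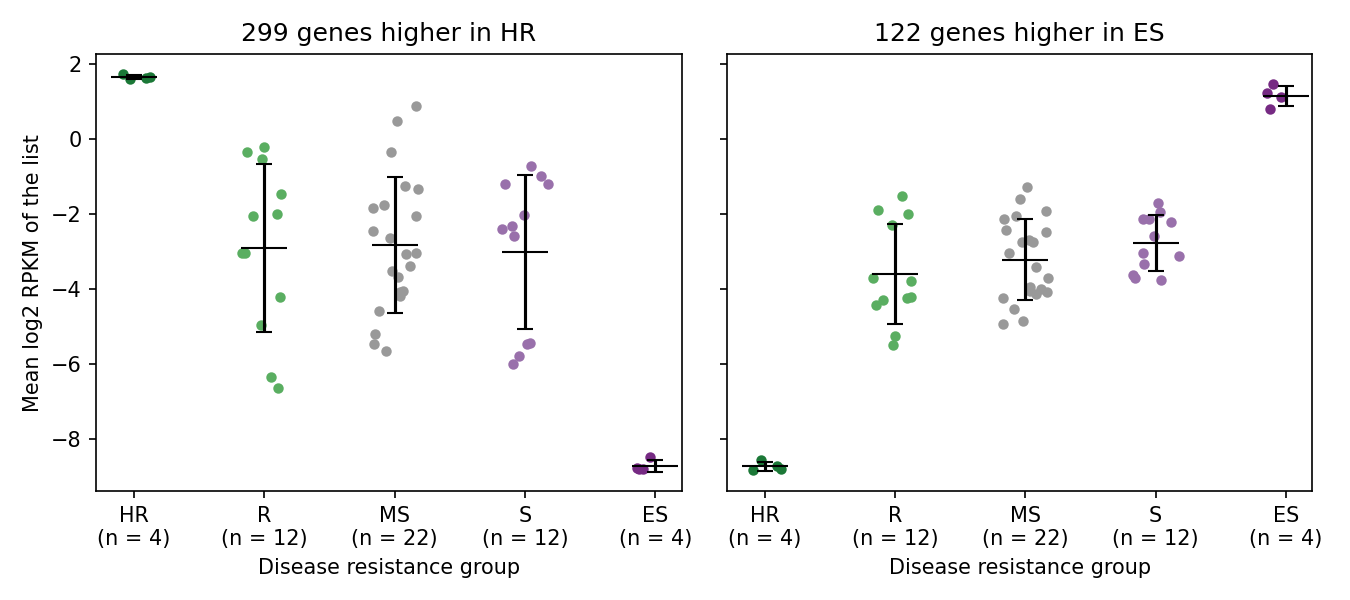
Mean log2 RPKM (values floored at 0.001 RPKM) of the 299 genes with higher expression in Highly Resistant (HR) cultivars, left, and of the 122 genes with higher expression in Extremely Susceptible (ES) cultivars, right, by disease resistance group (R, Resistant; MS, Moderately Susceptible; S, Susceptible). Each point is 1 library, horizontal lines are group means and bars are 1 SD. The HR libraries of the left panel average 1.65 and the ES libraries -8.71, with the R, MS and S libraries spread between them.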

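Of the genes of this set, 64 could be tied to genes that the paper names, 46 of them with more RNA in HR and 18 with more in ES. The HR and ES libraries did not overlap for any of the 64. Between 4 and 29 of the other 50 libraries nevertheless exceeded the lowest library of the group with the higher level. CYP72A219 had the largest difference between HR and all other groups, and PYL8 the largest between ES and all others among the named genes with signal in ES. Over all genes tested, 0 of the 64 passed limma's comparison of HR or of ES with the other groups, with 22 and 35 at an unadjusted p under 0.05. Adjusted over the list alone, PLT2 passed in HR, and with a separate variance for each group 42 passed in HR, 31 in ES and 23 in both. The study chose the list on these libraries, so the pass of PLT2 is not independent evidence. From the order HR > (R, MS, S) > ES, or its reverse, the paper proposes a role of these genes in defining the resistance or susceptibility of the roots (Fig. 6).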

**Fig. 6:**
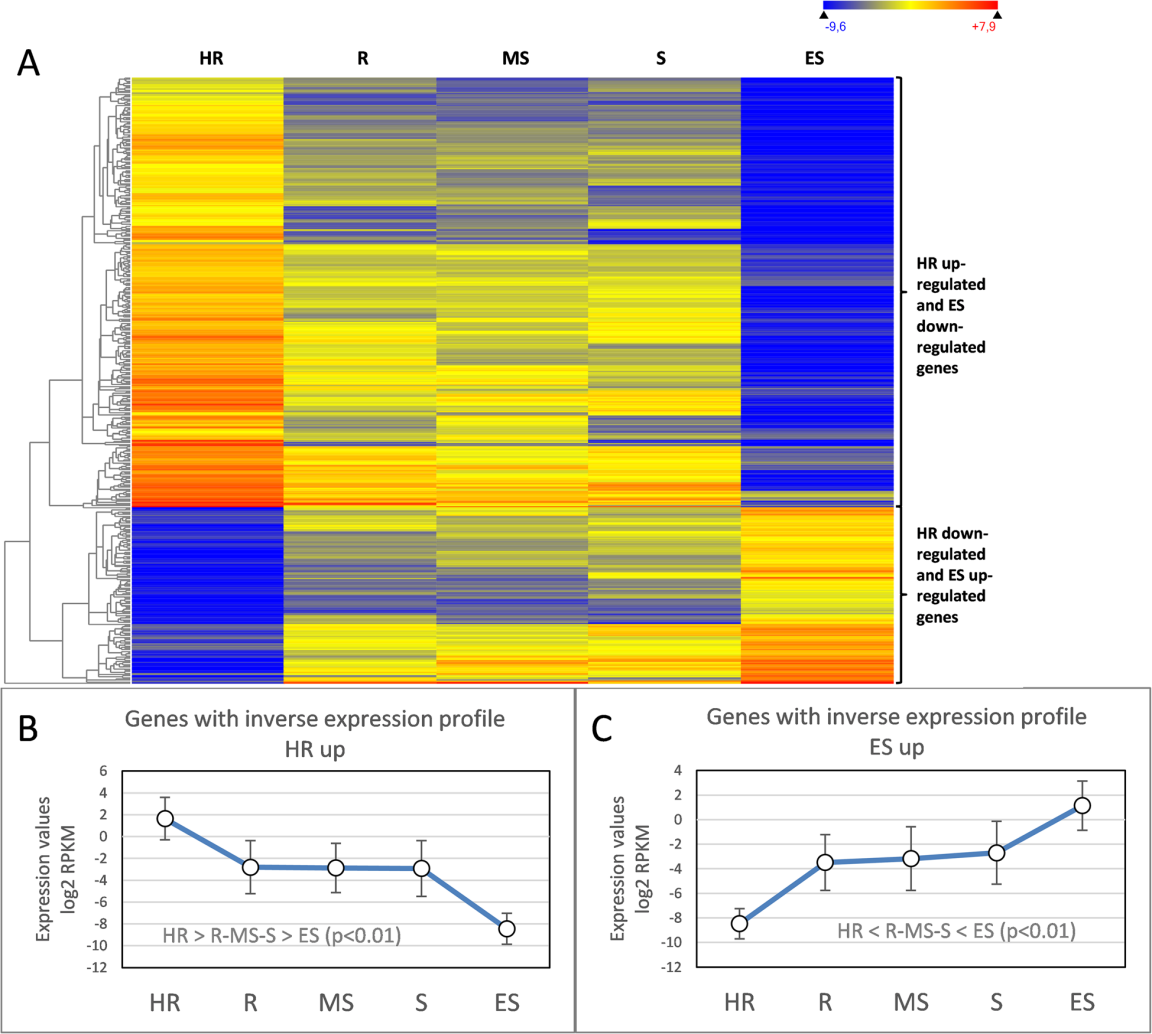
Genes that show an inverse expression profile from HR to ES cultivars. (**a**) Heat map. The gradient from red to blue represents the higher or lower gene expression value, respectively. (**b**) Trend line of genes overexpressed in HR cultivars and (**c**) overexpressed in ES cultivars. HR = Highly resistant; R = Resistant; MS = Moderately susceptible; S = Susceptible and ES = Extremely susceptible cultivars

### Transcription factors

Transcription factors (TF) are key elements in the response to biotic and abiotic stresses. However, it is not well stablished how the TF are involved in the defense to *V. dahliae* infection. Twenty-nine TF coding genes were found to be up-regulated in the roots of cultivars HR and down-regulated in the ES ones. Of these, five CONSTANS-like genes containing the widely conserved CCT domain were found. They included three bZIP-like genes (two copies of *BZIP16* and one *BZIP44*), two auxin-responsive coding genes (*IAA14* and *IAA17*) and two ethylene (ET) response-related TF (*ERF070* and *DREB2C*) ones. 

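The product of CONSTANS is a zinc finger protein with a CCT domain that controls flowering by day length in Arabidopsis. The 5 olive genes paired with it had levels of 0.56 ± 2.82 (Oleur061Scf1269g03030.1) to 4.49 ± 1.39 (Oleur061Scf7205g01035.1) in HR (n = 4). In ES (n = 4), Oleur061Scf0051g06032.1 had the highest level of the 5, -3.83 ± 1.20, and Oleur061Scf4844g00044.1 was listed at the 0.001 floor in all libraries. The last gene had 1.57 to 23.7 RPKM in HR, and 15 of the other 50 libraries exceeded the lowest of these. In limma's test Oleur061Scf7205g01035.1 had a log2 fold change of 6.26 (standard error 3.67, adjusted p = 0.968) for HR and -7.67 (standard error 3.62, adjusted p = 0.753) for ES against all other groups. By limma 0 of the 5 passed over all genes, 2 had an unadjusted p under 0.05 for HR and 2 for ES, and with a separate variance for each group this gene and Oleur061Scf4844g00044.1 passed in both comparisons.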

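Both BZIP16 genes and BZIP44, of the basic leucine zipper family, had more RNA in HR than in ES. BZIP44 (Oleur061Scf1722g00008.1) reached 3.80 ± 0.60 in HR and -7.36 ± 2.17 in ES (n = 4 each), and BZIP16 (Oleur061Scf5492g00004.1) 2.09 ± 0.22 and -6.03 ± 1.82. In the other BZIP16 gene, Oleur061Scf5603g00013.1, ‘Frantoio’ tree B stood apart from the other HR libraries at -0.73. IAA14 (Oleur061Scf0266g00001.1), a repressor of auxin responses, had a level of 1.49 ± 0.87 in HR and -5.05 ± 4.32 in R, MS and S (n = 46), and 6 of the other 50 libraries exceeded its lowest HR library. IAA17 (Oleur061Scf0350g01013.1) had -2.10 ± 2.41 in HR and was at the floor in all ES libraries. The ERF family genes ERF070 (Oleur061Scf2904g01006.1) and DREB2C (Oleur061Scf2217g08009.1) had 2.24 ± 1.69 and 2.63 ± 0.37 in HR, and -9.07 ± 1.79 and -7.63 ± 3.09 in ES. Among these 7 genes, the largest log2 fold change of HR against all other groups was that of IAA14, 6.85 (standard error 2.65, adjusted p = 0.556 from limma), and that of ES was -7.41 for BZIP44 (standard error 2.73, adjusted p = 0.417). Among 14 transcription factor genes of this direction, 0 passed over all genes, 5 had an unadjusted p under 0.05 for HR and 7 for ES, and with a separate variance for each group 9 passed for HR and 6 for ES.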

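ERF4 (Oleur061Scf1024g00024.1), an ethylene response factor, had a level of 2.01 ± 2.58 in ES (n = 4) and -5.34 ± 5.00 in R, MS and S (n = 46), and was at the 0.001 floor in all 4 HR libraries. Its log2 fold change in ES against all other groups was 7.72 (standard error 2.85, adjusted p = 0.423 from limma), and 10 of the other 50 libraries exceeded the lowest ES library. PLT2 (Oleur061Scf1272g03014.1), an AP2-type factor that maintains the root stem cell niche in Arabidopsis, had -0.25 ± 0.86 in ES, -2.81 ± 3.69 in R, MS and S and -9.47 ± 1.00 in HR. For HR against all other groups its log2 fold change was -6.86 (standard error 1.96, adjusted p = 0.13), and the p adjusted over the list alone was 0.00732. The study chose that list on these libraries, so the p over the list is not independent evidence. PLT2 passed in HR and in ES with a separate variance for each group, and ERF4 passed in HR.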

The response of plants to this phytohormone could be crucial during *V. dahliae* infection as two TF from this family were found to also be affected, but with a higher expression in the ES roots (*ERF4* and *PLT2*). The TF group with higher expression levels in ES roots was smaller (13 unique genes), but quite interesting. Of these up-regulated genes, three genes coding for two-component response TF (*RR9*, *RR23* and *ARR8*) were found. 

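The response regulators RR9, RR23 and ARR8, which act in the cytokinin phosphorelay, had more RNA in ES than in HR. ARR8 (Oleur061Scf6947g01012.1) had the most even level in ES, 0.83 ± 0.35 (n = 4), against -2.41 ± 3.59 in R, MS and S (n = 46) and -7.12 ± 2.14 in HR (n = 4). RR9 (Oleur061Scf3883g04005.1) had -1.57 ± 1.37 in ES and -8.76 ± 1.43 in HR. RR23 (Oleur061Scf2207g00012.1) had 0.27 ± 2.15 in ES, was at the floor in all HR libraries, and exceeded its lowest ES library in 22 of the other 50. Log2 fold changes of ES against all other groups were 4.83 for RR9 (adjusted p = 0.717 from limma), 4.12 for RR23 (adjusted p = 0.973) and 3.62 for ARR8 (adjusted p = 0.926). With a separate variance for each group ARR8 passed in ES and RR23 in HR.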

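APRR2 (Oleur061Scf1527g00008.1), a regulator of the pseudo-response type, had a level of -0.38 ± 0.36 in HR (n = 4), or 0.662 to 1.12 RPKM. In R, MS and S the level was -4.84 ± 4.21 (n = 46), and in ES the gene was listed at the 0.001 floor in all 4 libraries. The highest HR value, 0.16 on the log2 scale in ‘Manzanillera de Huercal-Overa’ tree A, stood apart from the others. Its log2 fold change in HR against all other groups was 4.86 (standard error 2.48, adjusted p = 0.892 from limma), and 10 of the other 50 libraries exceeded the lowest HR library. APRR2 passed in both comparisons with a separate variance for each group.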

A fourth component of this family was down-regulated in the roots of cultivars ES (*APRR2*). Therefore, this versatile TF group seems key in *V. dahliae* infection. As a huge amount of TF was up-regulated in HR and down-regulated in the roots of cultivars ES, and given the relevance of the nuclear transport highlighted by the GO analysis of the HR up-regulated genes, it would seem that the roots of cultivars HR possess highly active transcription activity. This process might be enhanced by the presence of seven importin coding genes, which were also up-regulated in the roots of cultivars HR and down-regulated in the ES ones.

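Importins carry proteins with a nuclear localization signal from the cytosol into the nucleus. The 7 importin genes had levels of -2.40 ± 1.27 (Oleur061Scf3336g00020.1) to 3.47 ± 0.48 (Oleur061Scf5532g00026.1) in HR (n = 4). In ES, 5 of the 7 were at the 0.001 floor in all 4 libraries, and Oleur061Scf1831g02020.1 and Oleur061Scf7759g00019.1 were at it in 3. Oleur061Scf5532g00026.1 reached 7.49 to 15.8 RPKM in HR, and 18 of the other 50 libraries exceeded the lowest of these values. Its R, MS and S libraries spread from the floor to levels above those of HR, as the plot of importin levels shows, whereas for Oleur061Scf3336g00020.1 none of the other 50 exceeded the highest HR library. For HR against all other groups, the log2 fold changes lay between 3.75 and 6.48 and the adjusted p from limma between 0.678 and 0.983. None of the 7 passed in HR or in ES over all genes or adjusted over the list alone, with 2 (HR) and 5 (ES) at an unadjusted p under 0.05, and 4 passed in both with a separate variance for each group.

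**Figure D2:**
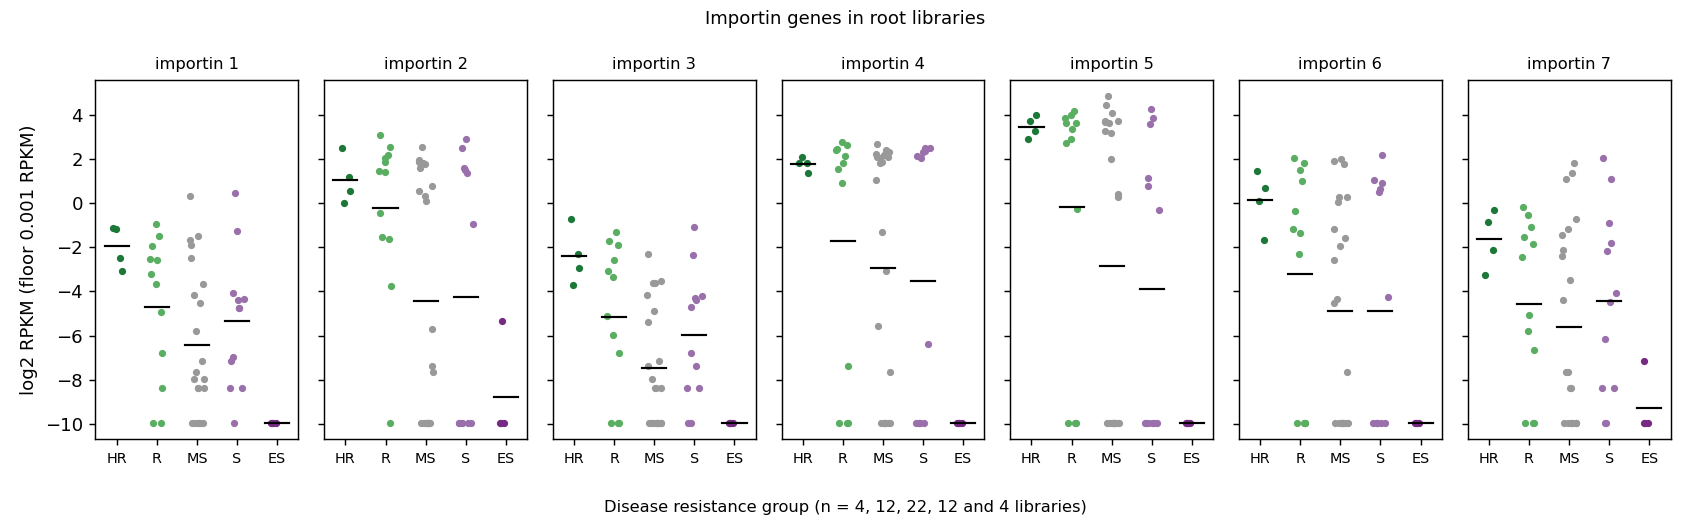
Level of the 7 importin genes in each root library, as log2 RPKM with values floored at 0.001 RPKM, by disease resistance group (HR, Highly Resistant; R, Resistant; MS, Moderately Susceptible; S, Susceptible; ES, Extremely Susceptible). Points are libraries and lines are group means. Importins 1 to 7 follow the order of their olive identifiers; importin 5, Oleur061Scf5532g00026.1, averages 3.47 in HR and lies at the floor in ES.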

### Defense-related genes

Twenty-four genes varyingly related to the immune response in plants showed higher expression values in the roots of HR, which were lower in ES. 

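Cytochromes P450 are monooxygenases of secondary metabolism, and CYP72A219 (Oleur061Scf3144g04002.1) had the highest level of the 5 in HR, 5.36 ± 0.95 (n = 4), or 18.4 to 86.3 RPKM. It had -4.89 ± 7.27 in R, MS and S (n = 46) and was at the 0.001 floor in all ES libraries (n = 4). CYP71D18 (Oleur061Scf0211g01002.1) had 4.52 ± 0.73 in HR and was at the floor in ES as well. CYP71A8 (Oleur061Scf0028g06063.1) had 3.06 ± 0.66 in HR and -4.77 ± 1.99 in ES, and CYP76A2 (Oleur061Scf0359g04021.1) -0.97 ± 1.97 and -9.26 ± 1.40. In the other direction, CYP704C1 (Oleur061Scf0303g02043.1) had 1.08 ± 1.61 in ES and -6.52 ± 2.46 in HR. In HR against all other groups CYP72A219 had a log2 fold change of 10.65 (standard error 3.76, adjusted p = 0.403 from limma), and 12 of the other 50 libraries exceeded its lowest HR library. CYP71A8 had the lowest adjusted p of the 5 in ES, 0.117, with a log2 fold change of -5.24 (standard error 1.47). With a separate variance for each group, CYP72A219 and CYP71D18 passed in both comparisons, CYP71A8 passed in HR, and CYP76A2 and CYP704C1 passed in neither.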

Up to four unique members were cytochrome P450 protein-coding genes (*CYP72A219*, *CYP76A2*, *CYP71D18, CYP71A8*), with a fifth component that was up-regulated in the roots of cultivars ES (*CYP704C1*). This is a family of monooxygenases involved in diterpene synthesis, a metabolite with anti-fungal activity. 

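Germin-like proteins are cell wall glycoproteins of the cupin family, and 2 of their genes could be identified in the study's list. Oleur061Scf3403g05013.1 had levels of 5.56 ± 0.98 in HR (n = 4), 2.08 ± 3.59 in R, MS and S (n = 46) and -3.77 ± 3.37 in ES (n = 4). Oleur061Scf2041g01041.1 had 5.01 ± 1.70 in HR, -0.99 ± 6.72 in R, MS and S and -8.74 ± 2.45 in ES. Log2 fold changes of HR against all other groups were 3.95 and 6.62 (standard errors 2.12 and 3.54), with adjusted p of 0.925 and 0.923 from limma. The lowest HR library was exceeded by 16 and 20 of the other 50 libraries. Both genes passed in HR with a separate variance for each group, and neither did in ES (adjusted p = 0.164 and 0.012).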

Another set of HR up-regulated and ES down-regulated genes was Germin-like protein-coding genes, classically linked with plant defense in response to biotic and abiotic stresses, but little is known about defense against fungi. Moreover, some independent unique genes down-regulated in the roots of cultivars ES proved crucial in plant immunity, such as Major pollen allergen Aln g 1, related to latex synthesis, or Polyamine aminopropyltransferase (*speE Saccharomyces* ortholog), involved in spermine synthesis through P450 cytochromes. 

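The olive gene paired with the pollen allergen Aln g 1, Oleur061Scf0107g05011.1, had a level of -0.99 ± 2.33 in HR (n = 4), or 0.103 to 2.31 RPKM. Its level was -5.20 ± 3.61 in R, MS and S (n = 46), and it was at the 0.001 floor in all 4 ES libraries. In 18 of the other 50 libraries the gene exceeded the lowest HR library. The log2 fold change of HR against all other groups was 4.58 (standard error 2.32, adjusted p = 0.889 from limma). In ES the adjusted p was 0.707. With a separate variance for each group Aln g 1 passed in ES (adjusted p = 1.73e-10) and not in HR (adjusted p = 0.113). The ES libraries have no spread at the floor, so the p for ES rests on the other libraries alone.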

Several immunity-related TF also had higher expression values in the HR group, but showed lower ones in the roots of cultivars ES. This was the case of the above-mentioned *bZIP* TF and nuclear transcription factor Y (*NFYA9*), also associated with defense response. This was also observed in several members of the pentatricopeptide repeat-containing protein family (*PCMP-E16*, *EMB2076*, *PCMP-H60*, *At2g01740*, *PCMP-H74*, At5g09450, *PCMP-H58*), which were up-regulated in HR, but down-regulated in ES. These are RNA-binding proteins that regulate gene expression at the RNA level.

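NFYA9 (Oleur061Scf0090g02018.1), a subunit of the CCAAT-binding nuclear factor Y, had a level of 1.42 ± 0.48 in HR (n = 4), -2.92 ± 4.28 in R, MS and S (n = 46) and -6.47 ± 1.12 in ES (n = 4). HR libraries ranged from 1.79 to 3.95 RPKM and ES libraries from 0.004 to 0.026 RPKM. Its log2 fold changes were 4.62 for HR (standard error 2.32, adjusted p = 0.879 from limma) and -3.90 for ES (standard error 2.35, adjusted p = 0.931), each against all other groups. Other libraries above the lowest HR library numbered 17 of 50, and other libraries below the highest ES library also 17. NFYA9 passed in both comparisons with a separate variance for each group.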

### Development-related genes

A diverse group of genes related to root growth and development were found to be related to the resistance or susceptibility level. In fact, some of the genes that followed opposite expression patterns between the roots of HR and ES, and halfway in groups R, MS and S, participated in plant development. This group contains the five above-mentioned Cytochrome P450 genes, but also some more unrelated members, such as *LECRK42*. This gene was down-regulated in the roots of cultivars ES. It encodes a protein related to pollen development, which is also involved in plant immunity. 

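LECRK42 (Oleur061Scf7182g04001.1) encodes a lectin-domain receptor kinase of the plasma membrane. Its level was -8.92 ± 2.08 in ES (n = 4), with 3 of 4 libraries at the 0.001 floor, -4.35 ± 3.41 in R, MS and S (n = 46) and -0.21 ± 0.75 in HR (n = 4). In ES against all other groups the log2 fold change was -4.90 (standard error 2.34, adjusted p = 0.769 from limma). The value of the highest ES library, 0.018 RPKM, was not reached by 14 of the other 50 libraries. LECRK42 passed with a separate variance for each group in HR (adjusted p = 2.9e-05) and not in ES (adjusted p = 0.0763).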

Some are associated with root growth, such as *PHYB*, and presented higher expression levels in the roots of cultivars HR and control primary root growth through the far-red light response or *NSP2*, whose protein regulates striogalactone synthesis in this tissue. 

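PHYB (Oleur061Scf0990g00004.1), the gene of the red and far-red light receptor phytochrome B, had a level of 0.11 ± 0.81 in HR (n = 4) and -5.12 ± 5.09 in R, MS and S (n = 46). It was listed at the 0.001 floor in all 4 ES libraries. NSP2 (Oleur061Scf2710g03015.1), a GRAS transcription factor, had 0.71 ± 1.90 in ES and -3.71 ± 4.48 in R, MS and S, and was at the floor in all 4 HR libraries. For PHYB, the log2 fold change of HR against all other groups was 5.62 (standard error 2.55, adjusted p = 0.772 from limma), and 19 of the other 50 libraries exceeded the lowest HR library. For NSP2, that of ES was 4.93 (standard error 2.83, adjusted p = 0.915), and 18 of the other 50 exceeded the lowest ES library. PHYB passed in both comparisons with a separate variance for each group and NSP2 in HR.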

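SAG39 (Oleur061Scf8096g00002.1), a cysteine protease gene of senescing tissue, had a level of -3.72 ± 1.37 in ES (n = 4), or 0.041 to 0.312 RPKM. The highest of these values, -1.68 on the log2 scale in ‘Jabali’ tree B, stood apart from the other ES libraries. Its level was -6.94 ± 4.40 in R, MS and S (n = 46), and HR libraries were all at the 0.001 floor. The log2 fold change of ES against all other groups was 3.46 (standard error 2.77, adjusted p = 0.973 from limma), and 11 of the other 50 libraries exceeded the lowest ES library. On the scale of log2(RPKM + 1) the difference turned to -0.23. SAG39 passed in HR (adjusted p = 7.63e-05) and not in ES (adjusted p = 0.0386) with a separate variance for each group. The HR libraries have no spread at the floor, so the p for HR rests on the other libraries alone.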

*SAG39* also appeared in this group, a protease-coding gene related to senescence and cell death that was up-regulated in the roots of cultivars ES and could also play a key role in the ET-auxins/gibberellin routes controlling root growth.

### Phytohormones-related genes

Another group of genes found to be differentially expressed had phytohormones response functions. The role of phytohormones was diverse in relation to the susceptibility to *V. dahliae* infection. In fact, some genes were up-regulated in the HR and other in the ES roots. For instance, some genes encoding the WAT1-related proteins family were grouped in this set, with three members down-regulated (2 copies of *At5g07050,* 1 of *At1g21890 Arabidopsis* orthologs) and two up-regulated (*At3g02690* and *At2g37450 Arabidopsis* orthologs) in ES roots. These proteins are vacuolar transporters of auxins and other phytohormones and are causally related to growth and elongation. 

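WAT1-related proteins resemble a vacuolar auxin transporter of Arabidopsis, and 3 of their genes had more RNA in HR and 2 more in ES. The At5g07050 genes had levels of 5.30 ± 0.99 (Oleur061Scf8461g00007.1) and 3.1 ± 1.38 (Oleur061Scf7804g03014.1) in HR and -6.41 ± 2.48 and -7.53 ± 1.69 in ES (n = 4 each). At1g21890 (Oleur061Scf2487g00044.1) had 1.69 ± 1.69 in HR and -8.14 ± 2.38 in ES. In the other direction, At3g02690 (Oleur061Scf3493g02046.1) had 2.42 ± 0.18 in ES and -5.61 ± 1.05 in HR, and At2g37450 (Oleur061Scf1318g02004.1) 0.94 ± 1.43 and -7.68 ± 0.38. At3g02690 lay between 4.77 and 6.38 RPKM in ES, and 13 of the other 50 libraries exceeded the lowest of these. For ES against all other groups, log2 fold changes were -6.87 and -6.17 for the At5g07050 genes, -4.69 for At1g21890, 3.36 for At3g02690 and 5.62 for At2g37450, with adjusted p of 0.717, 0.787, 0.927, 0.936 and 0.679 from limma. The genes At3g02690, At2g37450 and Oleur061Scf7804g03014.1 passed in both comparisons with a separate variance for each group, and At1g21890 and Oleur061Scf8461g00007.1 passed in HR.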

Some other genes in this group code for splicing enzymes, such as helicase DEAH7 encoded by the gene *CUV,* which controls auxin-regulated development; a redox enzyme like PER47, which is a peroxidase that participates in auxin catabolism; a phospholipase, *PLC2*, linked with auxin biosynthesis. They were all down-regulated in the roots of cultivars.ES Besides, *SAUR36*, a gene that regulates auxin and gibberellins-mediated growth, showed higher expression levels in the roots of cultivars ES and lower levels in HR. 

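CUV (Oleur061Scf8014g02017.1) had levels of 0.72 ± 0.22 in HR, -3.23 ± 4.42 in R, MS and S (n = 46) and -7.69 ± 2.64 in ES (n = 4 for HR and ES). PER47 (Oleur061Scf0646g01030.1) had 3.44 ± 1.07 in HR and -8.89 ± 1.25 in ES, the widest gap of the 3. PLC2 (Oleur061Scf8760g02002.1) had 2.79 ± 0.55 in HR and -5.16 ± 1.24 in ES, where all 4 libraries were above the floor. Log2 fold changes of ES against all other groups were -4.78 for CUV, -7.09 for PER47 and -4.21 for PLC2, with adjusted p of 0.838, 0.70 and 0.955 from limma. The highest ES library was not reached by 17, 14 and 13 of the other 50 libraries. PER47 and PLC2 passed in both comparisons and CUV in HR with a separate variance for each group.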

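SAUR36 (Oleur061Scf7267g00003.1) had a level of 3.64 ± 0.85 in ES (n = 4), or 6.93 to 26.5 RPKM, -1.06 ± 4.49 in R, MS and S (n = 46) and -6.74 ± 3.87 in HR (n = 4). In HR, the libraries ranged from the 0.001 floor to 0.209 RPKM. The log2 fold change of ES against all other groups was 5.15 (standard error 2.79, adjusted p = 0.87 from limma), and 8 of the other 50 libraries exceeded the lowest ES library. SAUR36 passed in ES and not in HR (adjusted p = 0.198) with a separate variance for each group.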

Of the genes with an opposite pattern between HR and ES, and halfway in the other cultivars, seven unique entries coding for gibberellins-related proteins were found. Some are directly related to gibberellins, such as a soluble gibberellin receptor (*GID1B*), a gibberellin oxidase (*GA20OX1*) and a gibberellin-regulated protein (*GASA10*), and they all showed higher expression values in ES and lower ones in HR compared to the other cultivars. Furthermore, a catabolic dioxygenase of gibberellins was found to be less expressed in ES plants (*GA2OX1*), as was a gibberellins-related transcription factor (*EFM*). 

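GA20OX1 (Oleur061Scf1344g06003.1), a biosynthetic oxidase of gibberellins, had levels of 1.45 ± 2.22 in ES (n = 4), -2.23 ± 3.55 in R, MS and S (n = 46) and -8.06 ± 2.20 in HR (n = 4). The gene of the receptor GID1B (Oleur061Scf9152g00007.1) had -1.04 ± 1.49 in ES and -8.74 ± 1.42 in HR, and ‘Mastoidis’ tree A, at -3.25, lay apart from the other ES libraries. GASA10 (Oleur061Scf2707g00012.1) had 2.10 ± 1.95 in ES and -5.76 ± 2.48 in HR. Log2 fold changes of ES against all other groups were 4.14 for GA20OX1, 3.89 for GID1B and 3.77 for GASA10, with adjusted p of 0.907, 0.919 and 0.955 from limma. In 24, 17 and 21 of the other 50 libraries, respectively, the level exceeded that of the lowest ES library. None of the 3 passed in either comparison, nor did any with a separate variance for each group.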

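GA2OX1 (Oleur061Scf0810g02021.1), which inactivates gibberellins, had a level of -8.28 ± 2.06 in ES (n = 4), -1.99 ± 5.41 in R, MS and S (n = 46) and 0.99 ± 1.32 in HR (n = 4). EFM (Oleur061Scf8806g04003.1) had -8.22 ± 2.22 in ES, -0.85 ± 4.17 in R, MS and S and 2.31 ± 0.66 in HR. Against all other groups, ES had a log2 fold change of -6.52 for GA2OX1 (standard error 2.74, adjusted p = 0.616 from limma) and -7.63 for EFM (standard error 2.25, adjusted p = 0.156). Only 9 of the other 50 libraries lay below the highest ES library for EFM, and 14 for GA2OX1. In ES neither passed with a separate variance for each group (adjusted p = 0.017 and 0.0216), and EFM passed in HR.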

Two additional gibberellins-related genes showed down-regulation in HR roots and up-regulation in ES roots: a gibberellic acid transporter, the *NPF3.1* gene, and the aforementioned gene to encode senescence-associated protease (*SAG39*) that responds not only to ET, auxins and gibberellins, but also to abscisic acid (ABA). 

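NPF3.1 (Oleur061Scf4327g00002.1) had a level of 0.98 ± 0.93 in ES (n = 4), or 1.02 to 4.51 RPKM, -4.85 ± 4.04 in R, MS and S (n = 46) and -8.61 ± 2.71 in HR (n = 4), where 3 libraries were at the 0.001 floor. It was the named gene with the fewest other libraries above the lowest ES library, 4 of 50. Its log2 fold change in ES against all other groups was 6.13 (standard error 2.60, adjusted p = 0.625 from limma). NPF3.1 passed with a separate variance for each group in ES (adjusted p = 1.5e-05) and not in HR (adjusted p = 0.19).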

ABA signaling was also represented in this specific group of genes. In fact a receptor of this phytohormone (*PYL8*) showed lower expression levels in the roots of cultivars ES and a higher expression in HR roots, as well as C-terminal domain small phosphatase, a tetraticopeptide repeat protein, and two previously mentioned TF (*ERF070* and *DREB2C*). 

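PYL8 (Oleur061Scf3225g03037.1), of the family of abscisic acid receptors, had a level of -9.39 ± 1.16 in ES (n = 4), with 3 of 4 libraries at the 0.001 floor, and 2.28 ± 1.55 in HR (n = 4). R, MS and S libraries had -0.78 ± 4.69 (n = 46). The log2 fold change of ES against all other groups was -8.85 (standard error 2.59, adjusted p = 0.151 from limma), and 8 of the other 50 libraries lay below the highest ES library. In HR it was 3.75 (standard error 2.81, adjusted p = 0.983), and 29 of the other 50 exceeded the lowest HR library. PYL8 passed in ES and not in HR with a separate variance for each group.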

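HVA22 (Oleur061Scf2419g00006.1), first described as a gene induced by abscisic acid in barley, had a level of -0.10 ± 1.28 in ES (n = 4), or 0.50 to 3.33 RPKM. The level was -3.94 ± 3.62 in R, MS and S (n = 46) and -7.54 ± 1.97 in HR (n = 4). In ES against all other groups the log2 fold change was 4.13 (standard error 2.40, adjusted p = 0.921 from limma), and 12 of the other 50 libraries exceeded the lowest ES library. HVA22 passed in neither comparison with a separate variance for each group (adjusted p = 0.102 in HR and 0.0134 in ES).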

The only gene related to ABA to show up-regulation in ES roots was *HVA22*.

### Post-translational modification-related genes

Other genes with an opposite expression pattern between cultivars HR and ES were related to processes involved in protein post-translational modification. Some of them related to protein degradation and other to histone modification. In the first case, six genes implied in protein ubiquitination was highly represented. Hence five E3 ubiquitin-protein ligases were found, three up-regulated (*HRD1A*, *COP1* and *At4g11680 Arabidopsis* genes) and two down-regulated in the roots of cultivars HR (a *Hel2 Saccharomyces* ortholog and the *At3g02290 Arabidopsis* gene), but displayed the opposite trend in the ES ones. 

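E3 ubiquitin ligases attach ubiquitin to the proteins they select, and 4 of these genes were identified. HRD1A (Oleur061Scf3019g01012.1) had a level of 2.03 ± 0.16 in HR (n = 4) and -3.02 ± 5.60 in R, MS and S (n = 46), and At4g11680 (Oleur061Scf8313g00003.1) 2.60 ± 0.75 and -3.15 ± 6.15. COP1 (Oleur061Scf2190g00020.1), a repressor of light responses, had -3.65 ± 1.57 in HR, or 0.016 to 0.157 RPKM. All 3 were at the 0.001 floor in every ES library. In the other direction, At3g02290 (Oleur061Scf0247g05018.1) had 0.20 ± 1.33 in ES (n = 4) and -7.93 ± 2.56 in HR. Log2 fold changes of HR against all other groups were 5.60 for HRD1A (adjusted p = 0.929 from limma), 6.29 for At4g11680 (adjusted p = 0.895), 3.1 for COP1 (adjusted p = 0.983) and -4.80 for At3g02290 (adjusted p = 0.983). HRD1A and At4g11680 passed in both comparisons with a separate variance for each group, and COP1 passed in ES.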

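UBC32 (Oleur061Scf0990g00007.1), an E2 ubiquitin-conjugating enzyme gene, had a level of 1.91 ± 0.71 in HR (n = 4), -2.64 ± 5.18 in R, MS and S (n = 46) and -8.30 ± 2.02 in ES (n = 4). Of the HR libraries, ‘Manzanillera de Huercal-Overa’ tree B lay apart at 0.84. Its log2 fold changes were 5.00 in HR (standard error 2.78, adjusted p = 0.948 from limma) and -6.02 in ES (standard error 2.75, adjusted p = 0.719). In 19 of the other 50 libraries it exceeded the lowest HR library. UBC32 passed with a separate variance for each group in HR and not in ES (adjusted p = 0.0224).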

A single member of E2 ubiquitin-protein ligase (*UBC32*) was up-regulated in the roots of cultivars HR, but was down-regulated in the ES ones. Some genes participating in histone modification were also differentially expressed between the HR and ES comparisons to the remaining groups. Hence, three N-methyltransferases (the *ASHR3 Arabidopsis* gene, and the *Prmt3 Rattus* and *prmt6 Xenopus* orthologs) showed higher expression in the roots of cultivars HR and a lower expression in the ES ones. 

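ASHR3 (Oleur061Scf1521g02006.1), a SET-domain methyltransferase, had a level of 1.34 ± 0.35 in HR (n = 4), -1.41 ± 3.67 in R, MS and S (n = 46) and -6.65 ± 2.22 in ES (n = 4). ‘Mastoidis’ tree B, at the 0.001 floor for ASHR3, lay apart from the other ES libraries. Prmt3 (Oleur061Scf9146g06010.1), named after a protein arginine methyltransferase, had 0.92 ± 0.25 in HR and -2.26 ± 4.92 in R, MS and S, and was at the floor in all ES libraries. For HR against all other groups the log2 fold changes were 3.17 and 3.80 (standard errors 2.21 and 2.93), with adjusted p of 0.983 for both from limma. The lowest HR library was exceeded by 16 of the other 50 libraries for ASHR3 and by 17 for Prmt3. With a separate variance for each group Prmt3 passed in both comparisons and ASHR3 in HR.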

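AL5 (Oleur061Scf4897g03042.1) belongs to the Alfin1-like proteins, whose PHD finger binds methylated histone H3. It had a level of 3.52 ± 0.50 in HR (n = 4), or 7.78 to 16.2 RPKM, and -4.93 ± 6.32 in R, MS and S (n = 46). All 4 ES libraries were listed at the 0.001 floor, as were a number of the intermediate libraries. The log2 fold change of HR against all other groups was 8.85 (standard error 3.42, adjusted p = 0.551 from limma), and 10 of the other 50 libraries exceeded the lowest HR library. In ES the adjusted p was 0.944, and AL5 passed in both comparisons with a separate variance for each group.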

Another gene related to histones was also differentially expressed between the roots of cultivars HR and ES, the PHD finger protein-coding gene *AL5*, which showed lower expression levels in this last group.

## Discussion

The present work addresses how the gene expression profile in healthy roots might differ in cultivars depending on their susceptibility to *V. dahliae* infection, which would indicate that basic differences in the gene expression profile may account for disease resistance or susceptibility. An RNA-Seq of 29 adult olive cultivars was performed which were classified into the following categories: HR, R, MS, S and ES to Verticillium Wilt. Thus, quite a different gene expression pattern between the roots of cultivars HR and ES was observed compared to one another and the other disease response groups (R, MS, S). Although the age of the plant has been related to the defensive response to pathogens [14], the olive plants that we have used in this work can be considered as adult young plants of this centennial tree. So no differences in the gene expression profile can be attributed to differences in the age of the plants.

The first step to characterize the gene expression of each group was to conduct a GO terms enrichment analysis. It was found that most of the enriched terms involving the 1542 up-regulated genes in the roots of the HR cultivars were related in some way to the import of proteins to the nucleus. For instance, terms like nucleocytoplasmic transport, nuclear transport, import into the nucleus or nuclear localization signal (NLS)-bearing protein import into nucleus were observed. Indeed the NLS signal is the first and best-characterized molecular signal related to proteins whose final destination is the nucleus [15]. If we bear in mind that TF and other proteins linked with this process need to enter the nucleus to perform their biological functions, the massive protein mobilization to this organelle could explain, to some extent, the vast difference in gene expression terms between the roots of the HR cultivars and others. This ‘open access’ state of the nucleus in the root cells of cultivars HR to TF may also confer them an improved quicker response to stimuli like abiotic stresses or pathogen attack, which is what this work is about. In fact, several authors have widely discussed about the role of TF in plants defense response to *V. dahliae* [16, 17]. Intriguingly, only one out of the 14 GO terms enriched among the HR up-regulated genes was not related to protein transport: ent-copalyl diphosphate synthase activity. This enzymatic activity participates in gibberellins biosynthesis, phytohormones related to plant growth at different levels. Besides, two different transcripts coding for this enzyme have been observed in rice, of which one is involved in plant defense [18]. However, further studies are needed to depict the role of this enzymatic activity in Verticillium Wilt management by *O. europaea* plants.

Similarly, the up-regulated genes in the roots of cultivars ES clearly indicated energy metabolism, with a vast majority of terms related to active purine ribonucleoside triphosphate biosynthesis that might be linked to extremely active growth and development. As *V. dahliae* penetrates plants through root elongation sites [19], it is conceivable to think that active growing roots would be more prone to be infected by the pathogen, which would explain the most marked susceptibility displayed by these cultivars. This hypothesis is reinforced by the two GO terms that appeared among the down-regulated genes in the roots of cultivars ES: the far-red light signaling response and the cellular response to far-red light. In plants, this wavelength causes longer hypocotyls and shorter and less branched roots by reducing the effect of auxins signaling [20]. In fact, the *PHYB* coding gene is down-regulated in the roots of the ES cultivars*,* which is a photoreceptor that absorbs energy in the far-red light region to subordinate root growth to light and temperature [21]. Thus, according to these results, the roots of cultivars ES might not be sensitive to this specific signaling for growth inhibition, promoting further root growth compared to the remaining plant groups.

The higher expression in the roots of cultivars HR of *AL5* could reveal a clue: this gene encodes a PHD finger protein that recognizes and binds to the ‘Lys-4’ trimethylated tail of H3 histones, tagged as the start of transcription for virtually all transcriptionally active genes [22]. Therefore, several genes indicate that the roots of cultivars HR are the most active ones, particularly if we consider that at least 29 TF were up-regulated in them. Of these genes, the CONSTANS-like gene family was the most abundant, with five copies up-regulated in the roots of cultivars HR and down-regulated in the ES ones (Fig. 7). Although the role of these TF in plant resistance is unknown, CONSTANT genes were inhibited in soybean roots after nematode infection [23]. Other members of this family have been described as being essential in the far-red light response of plants growth by suppressing auxin response through the interaction with *PHYB* [24]. As previously mentioned, *PHYB* expression was also down-regulated in the roots of cultivars ES. Hence, the drastic fall in the expression of five gene copies of the CONSTANS-like genes could enhance the predicted insensibility of the roots of cultivars ES to far-red light-mediated growth inhibition (Fig. 7), which would provide a better understanding of the role played by auxins in the roots of cultivars ES -*V. dahliae* interaction. In line with this hypothesis, several TF involved in phytohormones response showed the same opposite root expression pattern between cultivars HR and ES, such as four ET response-related TF up- (*ERF070* and *DREB2C*) and down- (*ERF4* and *PLT2*) regulated in the roots of cultivars HR. Together with APETALA2 (*AP2*), ET-response factor (ERF) TF form the huge family of *AP2/ERF* genes composed by five groups depending on their number and the similarity of AP2/ERF domains [25]. Dehydration-responsive element (DRE)-binding proteins are one of these gene groups containing, among others, the *DREB2C* gene. These TF control water, high salinity and hot stress response and contain an ERF in their structure [25]. The *ERF070* transcription factor binds to the GCC-box pathogenesis-related promoter, which has been described to participate in the development of *Arabidopsis* roots [26]. The overexpression of an ERF transcription factor family member has been found to increase tomato resistance to *V. dahliae* infection, which acts as a promising ally to improve host resistance [27]. *ERF4,* one of the up-regulated genes in the roots of cultivars ES, is a transcriptional repressor that causes an ET-insensitive state and inhibits, among others, the expression of basic chitinase [28]. This enzyme hydrolyzes chitin, one of the major components of the fungal cell wall [29]. Besides *ERF4*, *PTL2*, an AP2-like transcription factor, was also up-regulated in the roots of cultivars ES. This gene is essential for establishing a stem cell niche in *Arabidopsis* roots [30] and ensuring adequate auxin signaling in root tips [31], the typical root growth-associated phytohormone. Hence, up to five copies of Walls Are Thin (WAT) 1-related protein coding genes were found: three members were up-regulated (2 copies of *At5g07050* and 1 of the *At1g21890 Arabidopsis* genes) and two were down-regulated (*At3g02690* and *At2g37450*) in the roots of cultivars HR, with the opposite expression trend in the ES ones. This protein family acts as closely related transmembrane transporters to the WAT proteins for vacuolar auxin transport [32] and cell-wall deposition [33]. These proteins also seem to confer broad-spectrum resistance to vascular pathogens throughout several mechanisms [34], such as increased lignin deposition observed in cotton roots in response to *V. dahliae* infection [35]. Although the WAT1-related protein appears to play some role in the olive cultivar roots-*V. dahliae* interaction, their erratic behavior in cultivars HR and ES suggests the need for more studies to fully understand their function. Among the genes somehow related to auxin signaling, the roots of cultivars ES showed lower expression levels of enzymes-coding genes, such as *CUV*, *PER47* or *PLC2*. The first is an RNA helicase that belongs to the DEAH family, a group of proteins involved in pre-mRNA splicing, but also performs additional functions like facilitation of auxin signaling-related genes [36] or the positive regulation of plant immunity against fungi [37]. The second one is a peroxidase that, as a redox-controlling enzyme, participates in a wide range of chemical processes like lignin biosynthesis, auxin metabolism, or even plant defense, depending on the expressed isoform and tissue. This specific isoform has been related to lignin synthesis in pears [38]. As previously reported in cotton [35], lignin accumulation has been described as an important mechanism against *V. dahliae* infection in olive roots [39]. Lastly, phospholipase *PLC2* is a positive regulator of auxin biosynthesis and has been recently described as a key gene in auxin-mediated root growth and development [40]. Although this result does not coincide with our findings about the role of auxins in the roots of cultivars ES, it could explain HR-ES differences by an interesting additional function of *PLC2*. Indeed, this protein is one of the earliest responses in plants when a microbe-associated molecular pattern is recognized by activating plant defense through reactive oxygen species production [41]. Thus, its down-regulation in the roots of cultivars ES might be linked to a low defense response in these plants instead of being related to auxin synthesis. Another auxin-related gene, *SAUR36*, was down-regulated in the roots of cultivars HR and up-regulated in the ES ones. This gene encodes Small Auxin Up RNA 36, which is related to hypocotyl elongation, whose expression is promoted by auxins and also responds to gibberellins [42]. The same expression pattern was found for telomerase activator *TAC1*, a gene that enhances auxin signaling [43]. This result makes more sense when coupled to the lower expression of two auxin-responsive coding genes (*IAA14* and *IAA17*) in the roots of ES vs. that in the roots of cultivars HR. It is well established that these TF act as repressors of auxin-mediated root growth in plants [44, 45]. 

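TAC1 (Oleur061Scf2818g00006.1) had a level of -0.35 ± 1.11 in ES (n = 4), or 0.385 to 2.33 RPKM, and -5.23 ± 3.85 in R, MS and S (n = 46). It was listed at the 0.001 floor in all 4 HR libraries. The log2 fold change of ES against all other groups was 5.26 (standard error 2.59, adjusted p = 0.801 from limma), and 9 of the other 50 libraries exceeded the lowest ES library. TAC1 passed in both comparisons with a separate variance for each group.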

As they are up-regulated in the roots of cultivars HR and down-regulated in the ES ones, auxin-responsive coding genes might be responsible for both impaired auxins signaling and a higher growth rate of the roots of the ES cultivars involved in *V. dahliae* infection.

**Fig. 7:**
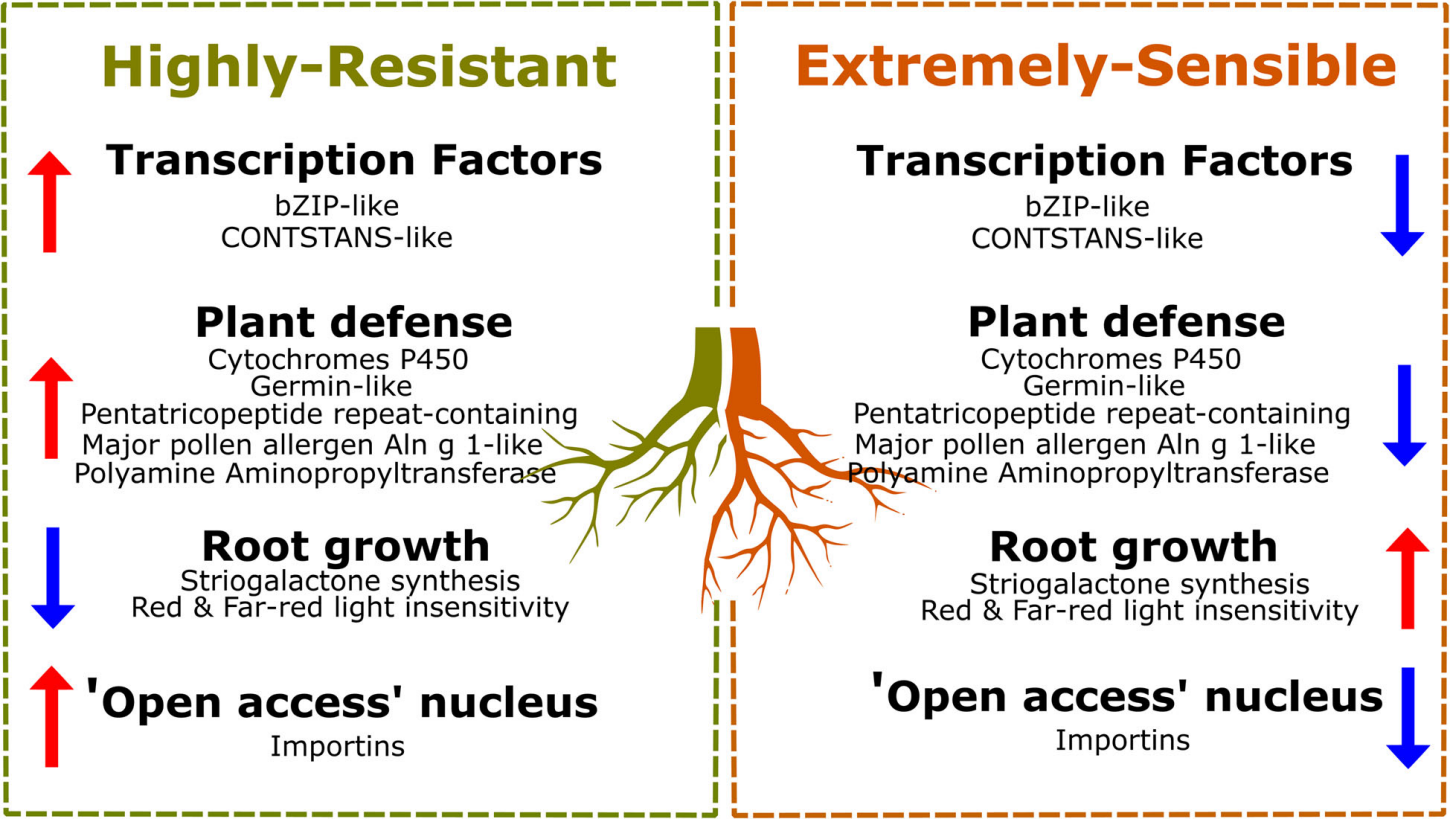
Proposed model summarizing the main gene expression findings in olive roots and the *V. dahliae* resistance phenotype

Some genes also indicated the influence of gibberellin signaling on the different *V. dahliae* resistance degrees between the roots of cultivars HR and ES. Of them*, GA2OX1* encodes enzyme gibberellin 2-beta-dioxygenase 2, a deactivating enzyme of gibberellins that is expressed in roots [46]. Yet *GA2OX1* down-regulation may suggest a more active state of these phytohormones in the roots of cultivars ES. The pattern followed by the other gibberellins-related genes points in the same direction. For instance, a gibberellin-responsive cysteine protease (coded by *SAG39* gene) linked with leaf senescence in rice [47] showed a higher expression in the roots of cultivars ES and a lower expression in the HR ones compared to the remaining disease-resistant groups. This enzyme does not only respond to gibberellins, but also to ABA signaling [47]. In line with this, some of the above-mentioned TF related to ET (*ERF70* and *DREB2C*) showed opposite gene regulation in the HR and ES roots of cultivars (up- and down-regulation, respectively) and are also capable of responding to ABA. ERF TF possess dual functions by controlling the programmed cell death caused by ABA signaling and providing resistance to bacterial pathogens [48]. The main function of ABA is to manage plant response to biotic and abiotic stresses [49], but it also performs several secondary functions, such as growth regulation. For instance, lateral root growth inhibition by ABA recovers after *PYL8* gene expression [50]. Interestingly, the opposite expression pattern was observed between cultivars HR and ES, and was up-regulated in the roots of group HR. Similarly, C-terminal domains small phosphatase, involved in the negative regulation of ABA-mediated stress response in plants [51], was also up- and down-regulated in the roots of cultivars HR and ES, respectively.

Another group of relevant TF was the two-component response regulators family, which represents main actors in cytokinins signaling [52]. This TF controls plant development and growth through both cytokinins and ET responses [53]. *RR9* and *RR23* are components of this group which displayed an opposite expression pattern between the roots of cultivars HR and ES, which were up-regulated in ES. *RR9* was up-regulated in legumes when a symbiotic relation with soil bacteria was established, which suggests an important role for this gene in plant-microbiome interactions [54]. *ARR8*, also up-regulated in the roots of cultivars ES, is quickly induced by cytokinins, which is why it is considered a primary cytokinins response gene [55]. In fact, it has been demonstrated that a balanced signaling of these hormones could inhibit proliferation of *V. longisporum* in *Arabidopsis* [56]. A third member of two-component response regulators (*APRR2*) related to pigment accumulation in several fruits [57, 58] was down-regulated in the roots of cultivars ES, but up-regulated in the HR ones. The expression of this gene increases under drought conditions in potato plants and once again falls when plants are re-watered [59]. In these plants, the opposite expression pattern followed by the genes related to ERF, cytochrome P450, gibberellins, auxins and ABA highlights their role in response to these abiotic stresses [59]. These findings somehow mimic the results presented herein on the HR and ES cultivars in *V. dahliae* infection susceptibility terms*.* Although water stress can be proposed as one of the causes of this expression pattern, the fact that all the cultivars herein used were submitted to exactly the same conditions allows this hypothesis to be rejected. However, further studies are mandatory to assess the role of this set of genes in olive resistance to *V. dahliae*.

The response of olive against *V. dahliae* infection could be influenced by the interaction with other microorganisms, as previously observed in wild olives and between contrasting ‘Frantoio’ and ‘Picual’ cultivars [60, 61]. This olive-associated microbiome could, in turn, be affected by phytohormones like striogalactones [62], whose synthesis could be regulated by the *NSP2* gene [63] down- and up-regulated in the roots of cultivars HR and ES, respectively (Fig. 7). Thus striogalactone could sway the disease response by enhancing root growth [64] or managing the relations between plant roots and soil microbiome. Different gene expression patterns were observed in the genes involved in the development of several plant organs. Hence, *LECRK42* is necessary for pollen development, but also plays a key role in immunity as knock-out models of *Arabidopsis* for this gene are more susceptible to *Phytophthora* infection [65]. However, the most numerous group of genes related to development and immunity was the cytochrome P450 protein family, a versatile group of monooxygenases with four members up-regulated in the roots of cultivars HR and down-regulated in ES ones, and one (*CYP704C1*) that follows the opposite pattern. Therefore, depending on the family member, both the overexpression and silencing of these genes could enhance the resistant response against *V. dahliae*. Indeed *CYP77A2* overexpression increased resistance against *V. dahliae* thanks to its role in the biosynthesis of antifungal compounds [66], whereas the down-regulation of *CYP94C1*, which is highly expressed in plant roots, improves resistance to Verticillium wilt in cotton [67]. Of the HR up-regulated cytochromes P450, two members of CYP71 and one of CYP72 were found, which are precisely two of the three families of the cytochromes P450 monoxygenases involved in diterpene biosynthesis [68]. The third HR up-regulated member was a CYP76 cytochrome that specializes in labdane diterpene metabolism [68]. These are one of the most important plant metabolites to participate in development and defense. In plant roots, diterpenes are up-regulated by fungal endophytes to confer host resistance [69]. Given their wide variety of roles, unveiling how they act exactly is no easy task. It seems logical to suspect that cytochromes P450 have some relevance in conferring *V. dahliae* resistance to the roots of cultivars HR (Fig. 7). Further research is needed to understand if they influence only plant development, plant immunity, or both.

Of those genes with opposite expression patterns between the roots of cultivars HR and ES, a few of them are closely related to plant defense mechanism. Hence a huge amount of pentatricopeptide-repeat containing protein-coding genes displayed contrasting expression pattern in the roots of cultivars HR and ES; i.e. up- and down- regulated, respectively (Fig. 7), including five widely expressed isoforms (*PCMP-E16*, *EMB2076*, *PCMP-H60*, *At2g01740*, *PCMP-H74*) and two organelle-specific ones: one from mitochondria (*At5g09450*) and one from the chloroplast (*PCMP-H58*). These are RNA-binding proteins expressed mainly in organelles, but also in the nucleus, that regulate gene expression at the RNA level thanks to their ability to splice, stabilize, edit and translate this molecule [70]. With such a wide range of potential action points, it would be difficult to accurately decrypt how pentatricopeptide-repeat containing proteins act in *V. dahliae* resistance. Nonetheless, it has been described how some of these genes generate phased small interferences RNA (phasiRNA) as a defense response to fungal infection in soybean plants [71]. Furthermore, three genes from subfamily 1 from germin-like protein, unlike ES roots, were up-regulated in HR ones. As these genes have been characterized as protective against bacterial and fungal infections in several plants [72, 73], their lower expression could be an additional weakness in the roots of cultivars ES. This circumstance could be even worse combined with the higher expression levels of the three found bZIP TF, i.e. two copies of *BZIP16* and one of *BZIP44* genes, in the roots of cultivars HR, and lower ones in cultivars ES compared to the other disease response groups (Fig. 7). This result is relevant if we take into account that they belong to one of the six major families of TF linked with abiotic and biotic responses [74]. By way of example, some members of this family activate defense genes in *Arabidopsis* in response to fungal attack by conferring basal defense and disease resistance [75]. A polyamine aminopropyltransferase gene was also down-regulated in the roots of cultivars ES (*spE Saccharomyces* ortholog; Fig. 7). In plants, these enzymes participate in spermidine synthesis, an intermediate metabolite for the spermine biosynthetic pathway. Accordingly, it has been described that spermine is capable of triggering the so-called hypersensitive response-mediated resistance to pathogens by plants [76]. Furthermore, the protective role of spermine is mediated by the oxidative response, managed mainly by polyamine oxidase enzymes [77]. It is noteworthy that the *Arabidopsis* mutants overexpressing these enzymes have improved resistance to *V. dahliae* infection due, for other reasons, to the participation of MAP kinases and cytochromes P450 [78]. The last family of genes was also down-regulated in the roots of cultivars ES. As spermine is a strong activator of the plant defense response, it could be hypothesized that this ‘ready-to-go’ state in spermine biosynthesis could provide the roots of cultivars HR with extra defense.

## Conclusions

Altogether, our results suggest that the expression pattern followed by a vast number of genes (and the roles they can play) could point out a different scenario in the roots of ES cultivars compared to HR ones. Hence, it seems that the gene expression in the roots of uninfected ES cultivars focuses more on growth and development, while some other functions like defense against pathogens have a higher expression level in uninfected HR cultivars, which would thus influence the level of resistance to a potential *V. dahliae* infection.

## Methods

### Plant material

Root samples of 58 adult plants corresponding to 29 olive cultivars (two biological replicates each) were collected at the World Olive Germplasm Bank at IFAPA Centro ‘Alameda del Obispo’ (37.8587539,-4.8012045, Córdoba, Spain) in spring 2017 (See Additional file 6) [79]. The olive trees under study were all adults, in productive stage and in good phytosanitary conditions without any disease symptoms. Their age ranged from 14 to 20 years old. They were randomly planted at 7 × 7 m spacing in alkaline loam and sandy-loam soil. Samples were obtained around 30 to 40 cm from the trunk and were immediately washed and immersed in liquid nitrogen. Only tip fragments no larger than 10 cm were taken. Frozen root tissues were disrupted in two pulverization rounds with a Retsch® Mixer Mill 400 using 20 mm and 5 mm steel beads, respectively. This step provided the frozen fine powder needed for RNA extraction.

### RNA-Seq in olive tree roots

To extract RNA, 0.1 g of frozen powdered roots was immediately processed by the Spectrum^TM^ Plant Total RNA Kit (Sigma-Aldrich, St. Louis, MO, USA) by treating all the samples by on-column DNAse I digestion (Roche, Basel, Switzerland). Prior to RNA sequencing, the quality and quantity of samples were determined by a Bioanalyzer 2100 with an RNA 6000 nano assay (Agilent Technologies, Santa Clara, CA, USA). Afterward, poly(A) + RNA was isolated on poly-T oligo-attached magnetic beads to obtain suitable mRNA templates to perform reverse transcription. cDNA was PCR-amplified to obtain double stranded cDNA libraries. The quality of these libraries was checked in a TapeStation 4200 with a high sensitivity bioassay (Agilent Technologies). Finally, cDNA libraries were sequenced by paired-end sequencing (100 × 2) in an Illumina HiSeq2500 sequencer in the rapid mode and running two different lines in the flow cell as technical replicates for each sample. RNA-Seq processing was performed by Sistemas Genómicos (Valencia, Spain).

### Raw data processing

Raw reads fastq files were preprocessed in two steps. First, FastqMcf from ea-utils [80] was used to discard adaptors, as well as poor quality or short reads and unknown nucleotides. The minimum quality threshold was set at 30 and the minimum length at 50 bp (Q30L50). Second, another quality control of sequencing process was conducted by NGS QC [81], an even more detailed statistics were obtained to properly adjust the trimming and cleaning parameters for the Trim Galore software (https://github.com/FelixKrueger/TrimGalore).

### Gene expression and ontology analysis

The expression analysis was performed by the DNAStar (ArrayStar 15) Qseq software for RNA-Seq analyses (www.dnastar.com), with Oleur061 taken as the reference genome [82]. To map reads, the k-mer value was established at 63 and a minimum of 95% of matches was required. Values were expressed as Reads per Kilobase Million (RPKM) and 0.1 RPKM was the threshold value to consider a gene to be expressed. Furthermore, a fold change (FC) of 8 or higher with a Benjamini-Hochberg adjusted *p* value of 0.01 (*False Discovery Rate*, FDR < 1%) was applied to assume differential expressions among groups of disease responses. These groups distinguished the Extremely Susceptible (ES), Susceptible (S), Moderately Susceptible (MS), Resistant (R) and Highly Resistant (HR) cultivars (see additional file 6) [79]. To assess the biological relevance of the differentially expressed genes, a Gene Ontology (GO) analysis was conducted in two steps with the OmicsBox software, v.1.2 [83]. First, a direct GO count at level 7 was applied to sum the biological processes (BP) linked with each gene set. Second, a GO enrichment analysis based on a two-tailed Fischer’s Exact Test with an FDR lower than 5% was conducted to assess the enriched terms compared to the control group. For this purpose, the genes showing an expression (≥ 0.1 RPKM) in any root sample were defined as the control group to be compared to.

## Supplementary Information

**Additional file 1.** Expression values of differentially expressed genes in cultivars HR.

**Additional file 2.** Expression values of differentially expressed genes in cultivars ES.

**Additional file 3.** Full list of statistically significant GO terms of cultivars HR and ES.

**Additional file 4.** HR up-regulated genes among those with an opposite pattern expression between HR and ES roots (HR > (R, MS, S) > ES).

**Additional file 5.** HR down-regulated genes among those with an opposite pattern expression between HR and ES roots (HR > (R, MS, S) > ES).

**Additional file 6.** Table of groups of olive cultivars according to Verticillium wilt resistant response.

## Data Availability

The datasets generated during the current study are available in the Gene Expression Omnibus (GEO) repository, accession number GSE152236 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152236). The plant material is stored at Department of Experimental Biology, Center for Advanced Studies in Olive Grove and Olive Oils, University of Jaén, Jaén, 23071, Spain.

# Supplementary material for: Verticillium wilt resistant and susceptible olive cultivars express a very different basal set of genes in roots
**Source:** BMC Genomics. 2021 Apr 1;22:229. doi: 10.1186/s12864-021-07545-x
**Supplement:** Supplementary file 6 — Additional file 6. Table of groups of olive cultivars according to Verticillium wilt resistant response.

Additional file 6 | Table of groups of olive cultivars according to verticillium wilt resistant response.

| **Highly Resistant (HR)** | |
| --- | --- |
|  | R80 - Frantoio |
|  | R757 - Manzanillera de Huercal Overa |
| **Resistant (R)** | |
|  | R539 - Dokkar |
|  | R218 - Koroneiki |
|  | R82 - Leccino |
|  | R1125 - Maarri |
|  | R699 - Maureya |
|  | R95 - Uslu |
| **Moderately Susceptible (MS)** | |
|  | R231 - Arbequina |
|  | R711 - Barnea |
|  | R1026 - Barri |
|  | R1141 - Fishomi |
|  | R1812 - Klon 14 |
|  | R21 - Manzanilla de Sevilla |
|  | R108 - Lianolia Kerkyras |
|  | R224 - Morrut |
|  | R700 - Myrtolia |
|  | R9 - Picual |
|  | R3 - Picudo |
|  | R969 - Piñonera |
|  | R51 - Verdial de Vélez Málaga |

| **Susceptible (S)** | |
| --- | --- |
|  | R842 - Abbadi Abou Gabra |
|  | R1043 - Abou Salt Mohazam |
|  | R118 - Chemlal de Kabylie |
|  | R226 - Llumeta |
|  | R669 - Menya |
|  | R358 – Temprano |
| **Extremely Susceptible (ES)** | |
|  | R1118 - Jabali |
|  | R345 - Mastoidis |
| *Olive cultivars classification according to *V. dahliae* resistance evaluation [74]. Names and register numbers of cultivars from The World Olive Germplasm Collection of IFAPA (Córdoba). | |

How the deposited data were processed for this re-analysis (not part of the article)

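Root RNA of healthy adult trees was sequenced by the authors, with 2 trees per cultivar, and mapped to the Oleur061 olive gene models with DNAStar ArrayStar Qseq. The RPKM values were made by the authors, as deposited, from cleaned paired-end reads counted per gene and scaled by gene length and by the mapped reads of each library, on a linear scale with the lowest value set to 0.001. The table holds 81484 genes. Of its 72 sample columns, 68 were matched to sample labels, and the other 4 were not used because their cultivar names match no sample; whether they hold the libraries of the 2 MS cultivars missing below is not known. A resistance group was known for 54 of the matched libraries (27 cultivars): 4 HR, 12 R, 22 MS, 12 S and 4 ES. The design had counted 58 libraries of 29 cultivars, but the MS cultivars ‘Lianolia Kerkyras’ and ‘Fishomi’ have no column of their names and were not analysed here. The other 14 libraries, of 7 cultivars with no resistance group, were left out of every comparison.

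Values were converted to log2 RPKM with the floor at 0.001. Genes with at least 0.1 RPKM in any of the 54 libraries were tested, 59392 in number (72.89%), which left 22092 untested. Groups were compared in R 4.3.3 with limma 3.58.1, and tables were read with data.table 1.17.8. The fit used empirical Bayes moderation with a mean-variance trend and the cultivar as a random block, whose correlation was estimated on 5000 genes drawn with a fixed seed (0.478 for HR against all other groups, 0.479 for ES). P values were two-sided and adjusted by Benjamini and Hochberg over all genes tested. As in the paper, the limits were an adjusted p under 0.01 with any fold change for pairs of groups, and with at least 8-fold for HR or ES against all other groups. The paper's text does not name its test. Library sizes and read totals were not used here, so the depth and the counting error of each value are unknown; detected genes per library ranged from 34620 to 46744 (median 41336.5), and values at the floor made up 31.54 to 42.67% of a library.

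The genes named are those the paper's Results name, and TAC1 from its Discussion. For these, the UniProt entry that the supplement pairs with an olive identifier is the named protein and stands in the list of the stated direction. Also named are 2 genes in each direction of HR or ES against all other groups. They have the largest change among called genes whose HR or ES libraries all lie past the median of the other libraries. Genes that were not called can have larger changes, as CYP72A219 has in HR. Medians of gene lists count genes without signal at the floor. Gene symbols rest on those entries, with no table of symbols to check them; the reference table of 47911 olive genes shares 0 identifiers with the expression table. The lists of 299 and 122 genes and the Gene Ontology lists come from the study's supplement, were chosen by the study on these libraries, and were seen before the data. Gene Ontology lists that are incomplete in the copy of the supplement were not analysed here.

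The analysis was tested on simulated data of the same size, with 50 changed genes of each log2 change. Simulated values were normal, without a floor, and each gene had the same SD in all groups (median over genes 2.17). Only genes above the median of mean level were changed. Genes at the floor in part of the libraries were not imitated, so the shares below do not give the recovery of such genes. For HR against all other groups 36% of the genes changed by 3, 74% by 5, 84% by 7 and 96% by 9 were recovered, with 1 false call. A test with a separate variance for each group, which takes the 2 trees of a cultivar as independent, recovered 20%, 44%, 56% and 74%, with 241 false calls, and made 225 calls when nothing had been changed.

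The groups, comparisons, thresholds and the following alternatives were set before the data were examined: log2(RPKM + 0.1) and log2(RPKM + 1), a filter of at least 1 RPKM in at least 4 libraries or none, trees as independent replicates, cultivar means, a block for the tree letter, quantile normalization, an ordinary linear model per gene, a fit on the libraries of the 2 groups only, HR or ES against R, MS and S only, any fold change, an adjusted p under 0.05, separate comparison cultivars for HR and ES, and leaving out each HR or ES tree or cultivar. The ordinary linear model took the trees of a cultivar as independent. Tests with a separate variance for each group, tests on RPKM without logarithm, and leaving out ‘Uslu’, ‘Temprano’ and ‘Klon-14-182’ were added after the values had been seen. Cultivars were also regrouped at random, 100 times with the real grouping included, keeping both trees of a cultivar together.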

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

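The tests of tree identity (‘Uslu’, ‘Temprano’ and ‘Klon-14-182’), every test with a separate variance for each group, the pool of the random gene lists, the share inside the range for upward genes alone and the look at ‘Verdial Velez-Malaga’ were chosen only after the counts or correlations they concern had been seen.

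In groups of 4 libraries, 8 of 108 groups had 1 library far from the other 3, where chance gives about 1 in 20, or 5.4; 32 groups with 3 or 4 libraries at the floor were not tested. The HR tree ‘Manzanillera de Huercal-Overa’ B had 40582 genes at 0.1 RPKM or more, and the other HR libraries 41276 to 41322. For the genes the paper names, the log2 RPKM was -0.73 for BZIP16 (Oleur061Scf5603g00013.1) in ‘Frantoio’ B (1.99 to 2.07 in the others), 0.16 for APRR2 in ‘Manzanillera de Huercal-Overa’ A (-0.60 to -0.53) and 0.84 for UBC32 in its tree B (2.21 to 2.35). In ES it was -9.97 for ASHR3 in ‘Mastoidis’ B (-5.80 to -5.32), -1.68 for SAG39 in ‘Jabali’ B (-4.61 to -4.18) and -3.25 for GID1B in ‘Mastoidis’ A (-0.57 to -0.12). The mean of the 299 genes was -8.48 in ‘Mastoidis’ A and -8.80 to -8.77 in the other ES libraries.

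The first pattern is the number of genes that set HR or ES apart. When cultivars were regrouped at random, as many genes or more were called for HR against all others in 67 of 100 groupings upward (8 genes in the real grouping, at most 59 in another) and 34 downward (98; 776), and for ES in 52 upward (13; 86) and 27 downward (120; 939), so chance is not excluded. Groupings with several times the real count point to a structure of the samples. The highest downward counts had ‘Verdial Velez-Malaga’ in the drawn pair, and without it the highest were 402 for HR and 402 for ES. Its tree A had 36763 genes at 0.1 RPKM or more and 42.24% of values at the floor, and its tree B 40768 and 37.23%. Whether this bears on the counts was not tested. A floor effect on the size of the folds fits, since 63.6% of the called genes had a geometric mean under 0.1 RPKM in their lower group. The share was not set beside that of genes not called. It therefore does not tell whether the floor raises the number of calls. Whether kinship of the 2 cultivars of a group may contribute cannot be told apart, with a rho of 0.186 between the similarity of a random pair and its number of calls (0.466 with a separate variance for each group, but the HR and ES pairs rank 45 and 140 in similarity, outside the top 5%), and a difference in resistance stays open as well. Similarity is the correlation of expression in the same libraries that give the calls. It is not a measure of descent, so the rho cannot decide on kinship.

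Chance is not excluded for any pair of groups either, and the highest counts of pairs with HR or ES again had ‘Verdial Velez-Malaga’ in a drawn pair (460 at most without it). As many genes or more were called in 36 of 100 groupings for HR and R (66 genes; highest other 682), 30 for HR and MS (111; 761), 31 for HR and S (78; 626), 38 for HR and ES (36; 379), 30 for R and ES (80; 886), 27 for MS and ES (124; 948), 26 for S and ES (90; 758) and 26 for MS and S (4; 116). For R and MS (0; 66), R and S (0; 49) and both sets of opposite direction (0; 0) the real count was 0 by limma, which all 100 groupings reach; at an unadjusted p under 0.05 these comparisons held 2110, 2892, 74 and 40 genes, and with a separate variance for each group 0, 1, 154 and 53.

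With a separate variance for each group, as many genes were called in 22 of 100 groupings for HR upward (1076 genes; highest other 2709), 20 for HR downward (860; 1667), 80 for ES upward (575; 2672), 11 for ES downward (1072; 1571), 24 for HR and MS (1601; 3976) and 36 for MS and ES (1439; 3860). For the sets of opposite direction it was 10 groupings for genes higher in HR and lower in ES (154; 331) and 40 for the reverse (53; 250), and chance is not excluded in any. In 80.9% of the genes called upward this way, all 4 libraries of HR or ES lay inside the range of the other libraries, which is consistent with 4 values that lie close together by chance. For downward genes the floor fixes this share (99.1%, with all 4 libraries at the floor in 65.1%), so there, and in the 90.7% over both directions, the test decides nothing either.

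The second pattern is trees that resemble another cultivar more than their own. Across genes, on log2(RPKM + 0.1) values centred per gene, 47 of 54 libraries correlated best with the other tree of their cultivar. ‘Uslu’ A had r = 0.733 and 0.778 with the trees of ‘Morrut’ and 0.094 with ‘Uslu’ B, inside the range of matching trees (0.274 to 0.788), so a mislabelled tree is a candidate explanation. ‘Temprano’ A had 0.401 and 0.578 with ‘Chemlal’, inside the same range, and 0.164 with its own cultivar, below it, so a mislabelled tree is a candidate explanation here too. By a narrower range (0.402 to 0.66), also set after the values were seen, the label of ‘Temprano’ A stays open, since its lower value falls just below that range. ‘Uslu’ A lies above the range, and both its values exceed the correlation of 0.727 between the ‘Morrut’ trees themselves. For ‘Klon-14-182’, the lower library had 37744 detected genes, the third lowest of 54, and low quality of that library stays open; no biological explanation was tested.

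The third pattern is genes of a list that vary together within the resistance groups. The median correlation between members was 0.53 for the 16 genes of nuclear protein import and 1 for the 13 genes of the ATP synthase complex, against a median of 0.0973 (95th percentile 0.183) and 0.0369 (0.0999) in 1000 random lists. These lists were drawn from the genes called with a separate variance for each group (1076 and 575), since limma called too few, a pool chosen after this was seen. Reads shared between near-identical copies may produce this, and 12 ATP synthase genes have the same value in every library. Common regulation of the members was not tested and stays open for the importin list.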

How the results depend on the processing

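The settings with a separate variance, on RPKM without logarithm and without ‘Uslu’, ‘Temprano’ and ‘Klon-14-182’ were chosen after the values had been seen. Unless stated, the cause of a change was not tested. Counts within 1.5 times those reported are not listed; the tree-letter block and quantile normalization moved none. RPKM alone gives no counting error, so small values near the floor cannot be graded by depth.

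On log2(RPKM + 0.1), 3 genes were higher and 37 lower in HR than in all other groups, and 5 and 40 in ES; the pairs held 41 (HR and R), 49 (HR and MS), 49 (HR and S), 15 (HR and ES), 39 (R and ES), 1 (MS and S), 60 (MS and ES) and 40 (S and ES) genes. The median difference between HR and ES was 4.82 for the 299 genes and -4.25 for the 122, smaller by construction since the floor is higher. On log2(RPKM + 1) the counts were 0 and 8 in HR and 1 and 7 in ES, and the medians 1.98 and -1.60. With at least 1 RPKM in at least 4 libraries (45351 genes), 1 gene was higher in HR and 1 in ES; with no filter, 14 were higher in HR.

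With trees as independent replicates, the counts were 36 and 199 in HR, 36 and 248 in ES, and 184 (HR and R), 251 (HR and MS), 286 (HR and S), 192 (HR and ES), 3 (R and MS), 12 (R and S), 206 (R and ES), 21 (MS and S), 312 (MS and ES) and 239 (S and ES), and 1 member of the Gene Ontology lists passed. On cultivar means they were 1 and 19 in HR, 3 and 8 in ES, and 2, 7, 8, 4, 2 (R and ES), 0 (MS and S), 7 (MS and ES) and 3 (S and ES). An ordinary linear model gave 34 and 183 in HR, 32 and 224 in ES, 303 (HR and S), 463 (HR and ES), 7 (R and S), 14 (MS and S), 173 (S and ES) and 1 list member. That model also takes the trees of a cultivar as independent. Using only the libraries of the 2 groups gave 41 (HR and R), 58 (HR and MS), 89 (HR and ES), 2 (R and S), 36 (R and ES), 1 (MS and S), 33 (MS and ES) and 56 (S and ES). At an adjusted p under 0.05 the counts were 28 and 175 in HR and 24 and 223 in ES, a looser limit by construction.

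Leaving out 1 tree of HR or ES gave 5 to 16 genes higher and 83 to 106 lower in HR, 11 to 19 and 103 to 173 in ES, 52 to 87 (HR and R), 79 to 115 (HR and MS), 71 to 111 (HR and S), 25 to 72 (HR and ES), 60 to 124 (R and ES), 110 to 167 (MS and ES) and 75 to 136 (S and ES), with medians of 10.11 to 10.43 for the 299 genes and -9.76 to -9.48 for the 122. The moves beyond 1.5 times came from ‘Frantoio’ A (16 genes higher in HR), ‘Manzanillera de Huercal-Overa’ B (5), ‘Mastoidis’ A (72 between HR and ES, 124 between R and ES, 136 between S and ES) and ‘Mastoidis’ B (62 between HR and ES). Without ‘Frantoio’ 24 and 207 genes differed in HR, without ‘Manzanillera de Huercal-Overa’ 17 were higher; without ‘Jabali’ 25 and 188 differed in ES, and without ‘Mastoidis’ 34 and 327. The median of the 299 genes was then 10.36 (‘Frantoio’), 10.32 (‘Jabali’) and 10.42 (‘Mastoidis’).

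With a separate variance for each group, the counts were 1076 and 860 in HR, 575 and 1072 in ES, 154 and 53 in the sets of opposite direction, 128, 1601, 500 and 65 for HR with R, MS, S and ES, 1 (R and S), 10 (MS and S), 1439 (MS and ES) and 212 (S and ES), and 42 list members passed; on cultivar means they were 765 and 770, 358 and 994, and 115 and 30. Without ‘Uslu’, ‘Temprano’ and ‘Klon-14-182’, they were 3 (R and MS), 3 (R and S) and 9 (MS and S). On RPKM with one variance they were 97 and 0 in HR, 95 and 0 in ES, 24, 46, 217 and 119 for HR with R, MS, S and ES, 1 (R and MS), 7 (R and S), 24 (R and ES), 39 (MS and ES) and 52 (S and ES); with a separate variance on RPKM 0 and 2421, 1 and 3035, 1375 (HR and MS), 238 (HR and S), 1 (HR and ES), 6 (R and S), 23 (R and ES), 34 (MS and S) and 1172 (MS and ES).

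Of the paper's named genes, 2933 of 2934 values under the alternatives set beforehand kept direction and side of the threshold. SAG39 in ES turned to -0.23 on log2(RPKM + 1). None of these genes passed in the main fit, so no call could be lost, and the study chose them by direction. Their folds did move over these settings and the main fit. In HR the log2 fold change ranged from 0.23 to 4.89 for importin 1, 3.75 to 11.4 for CYP72A219 and -7.36 to -0.59 for PLT2. For the called genes with the largest changes, 314 of 362 values kept direction and side, 41 lost the call and 7 turned: Oleur061Scf4218g00003.1 in HR (-0.39 on log2(RPKM + 0.1), -0.86 on log2(RPKM + 1), -0.55 against R, MS and S), Oleur061Scf3436g02022.1 (0.96) and Oleur061Scf1178g09002.1 (1.45) in ES without ‘Mastoidis’, and Oleur061Scf4176g04033.1 (0.13) and Oleur061Scf0042g07004.1 (1.17) in HR without ‘Manzanillera de Huercal-Overa’. With HR and ES set against separate random cultivars of the other groups, limma called 0 genes of opposite direction in 20 draws, and separate variances a median of 35.5 and 13.5.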

Differences from the paper's values

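All counts are at the paper's thresholds, but the paper's text names no test, and the MS group holds 22 libraries here. The paper's tables of HR and of ES against all other groups also show columns of ‘Majhol-152’, ‘Majhol-1013’ and ‘Megaritiki’, which entered no comparison here; whether the paper counted them in its groups is not known, so the sample sets are not shown to be the same. The tests with a separate variance, on RPKM without logarithm and without ‘Uslu’, ‘Temprano’ and ‘Klon-14-182’ were chosen after seeing the values; the other alternatives were set before the data were examined. A count is called within the paper's when neither is more than 1.5 times the other.

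For pairs of groups, the paper reports 255 genes between HR and R, and limma called 66; trees as independent replicates (184) came within the paper's value and no other alternative set beforehand did. The paper reports 3883 between HR and MS (111 here), 1161 between HR and S (78), 3100 between MS and ES (124) and 507 between S and ES (90), and no alternative came within these. Between HR and ES the paper reports 418 (36 here), which an ordinary linear model (463) reaches. That model takes the trees of a cultivar as independent, and cultivar means gave far fewer genes. Between R and ES the paper reports 223 (80 here), which trees as independent replicates (206) reach. The paper reports 1 gene between R and MS (0 here), which no alternative set beforehand reaches, 5 between R and S (0 here), which the ordinary linear model (7) reaches, and 9 between MS and S (4 here), which none set beforehand reaches.

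For HR against all other groups the paper reports 1542 genes higher and 1400 lower, and limma called 8 and 98. For ES the paper reports 914 higher and 1692 lower, and limma called 13 and 120. The paper's sets of opposite direction hold 299 and 122 genes, and 0 and 0 were called by limma, with 74 and 40 at an unadjusted p under 0.05. None of the alternatives set beforehand came within these 6 values.

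Of the settings chosen after seeing the values, a separate variance for each group came within the paper's count of genes higher in HR (1076) and of MS and S (10). It does not call 353 of the 1220 genes that the copy of the paper's table lists as higher in HR. It called 154 and 53 genes in the sets of opposite direction, among them 150 of the paper's 299 and 51 of its 122, and drops the rest. Also chosen after seeing the values, leaving out ‘Uslu’, ‘Temprano’ and ‘Klon-14-182’ gave 9 genes between MS and S, RPKM with one variance gave 1 (R and MS), 7 (R and S) and 6 (MS and S), and RPKM with a separate variance gave 6 (R and S); the genes behind the paper's counts of these pairs are not listed, so how many are dropped is unknown.

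The 64 genes that could be tied to names in the paper had the direction it states in HR and in ES, in lists the study chose by direction, while 0 of 64 passed limma's test (22 and 35 at an unadjusted p under 0.05). Other genes it names, such as the pentatricopeptide repeat genes, the speE, Hel2 and prmt6 orthologs and any germin-like gene beyond the 2 found, were not tied to an olive identifier and not checked. In the paper's table for ES, the fold column is 1000 times the fold that its log2 column gives, so only the log2 column was used.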

Other observations

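The values in this part were chosen after the main results had been seen.

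The level of the 299 genes did not follow the resistance groups among the intermediate cultivars, while the means of the 122 genes lay in their order, -3.59 in R, -3.23 in MS and -2.78 in S, which was not tested. The MS cultivar ‘Picual’ had the highest mean log2 RPKM of the 299 genes outside HR, 0.89 and 0.48 in its 2 trees, with 266 and 253 of the 299 genes at 0.1 RPKM or more. The R cultivar ‘Maarri’ had the lowest outside ES, -6.36 and -6.64, with 74 and 65 genes. The other R cultivars included ‘Leccino’ at -0.21 and -0.53. Trees of a cultivar lay close together in these cases.

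Of the 7 cultivars without a resistance group, ‘Grappolo’ had the highest levels of the 299 genes, -0.96 and -1.79, and the lowest of the 122 genes, -5.73 and -5.91. ‘Mari’ had the lowest levels of the 299 genes, -6.25 and -6.30, followed by ‘Majhol-1013’ at -6.08 and -6.24 and ‘Abou Kanani’ at -5.82 and -5.85. For the 122 genes ‘Abou Kanani’ had -2.02 and -1.56 and ‘Majhol-152’ -2.41 and -1.79. The libraries labelled ‘Majhol-152’ did not resemble each other across genes (r = -0.077), so their values may not be those of a single cultivar. The 14 libraries are samples of unknown resistance and entered no comparison.

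Across all genes tested, 1247 genes had the same values as another gene in all 54 libraries, in 579 groups of up to 12 genes. The 2 HR cultivars had a correlation of 0.0872 across genes, which are not independent replicates, at rank 45 among all pairs of cultivars, and the 2 ES cultivars -0.0322, rank 140 (median of all pairs -0.0536). Trees with the same letter from different cultivars had a mean correlation of -0.029 and trees with different letters -0.0285.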
